# Meiotic DNA break resection and recombination rely on chromatin remodeler Fun30

**DOI:** 10.1101/2024.04.17.589955

**Published:** 2024-04-18

**Authors:** Pei-Ching Huang, Soogil Hong, Eleni P. Mimitou, Keun P. Kim, Hajime Murakami, Scott Keeney

## Abstract

DNA double-strand breaks (DSBs) are nucleolytically processed to generate single-stranded DNA tails for homologous recombination. In *Saccharomyces cerevisiae* meiosis, this 5’-to-3’ resection involves initial nicking by the Mre11–Rad50–Xrs2 complex (MRX) plus Sae2, then exonucleolytic digestion by Exo1. Chromatin remodeling adjacent to meiotic DSBs is thought to be necessary for resection, but the relevant remodeling activity was unknown. Here we show that the SWI/SNF-like ATPase Fun30 plays a major, non-redundant role in resecting meiotic DSBs. A *fun30* null mutation shortened resection tract lengths almost as severely as an *exo1-nd* (nuclease-dead) mutation, and resection was further shortened in the *fun30 exo1-nd* double mutant. Fun30 associates with chromatin in response to meiotic DSBs, and the constitutive positioning of nucleosomes governs resection endpoint locations in the absence of Fun30. We infer that Fun30 directly promotes both the MRX- and Exo1-dependent steps in resection, possibly by removing nucleosomes from broken chromatids. Moreover, we found that the extremely short resection in the *fun30 exo1-nd* double mutant is accompanied by compromised interhomolog recombination bias, leading to defects in recombination and chromosome segregation. Thus, this study also provides insight about the minimal resection lengths needed for robust recombination.

## Introduction

During meiosis, recombination yields crossovers between homologous chromosomes, providing physical connections important for proper segregation in the first division (Hunter 2015). Meiotic recombination is initiated by DSBs catalyzed by Spo11 in a topoisomerase-like reaction that leaves Spo11 covalently linked to the newly created 5’ DNA termini (Bergerat et al. 1997; Keeney et al. 1997; Neale et al. 2005) (Figure 1A).

DSB ends are then resected in two steps (Mimitou and Symington 2009) (Figure 1A). Endonucleolytic cleavage of each Spo11-linked DNA strand by MRX/Sae2 provides entry sites for two exonucleases with opposite polarities: 3’-to-5’ Mre11 exonuclease activity (digesting toward Spo11) and 5’-to-3’ Exo1 exonuclease activity (digesting away from the DSB) (Neale et al. 2005; Zakharyevich et al. 2010; Garcia et al. 2011; Cannavo and Cejka 2014; Mimitou et al. 2017). Consequently, Spo11 proteins at DSB ends are released with covalently linked oligonucleotides (Spo11 oligos) (Neale et al. 2005). The resulting 3’ single-stranded DNA (ssDNA) tails, which average ~800 nt in length, are bound by strand-exchange proteins Rad51 and Dmc1, setting recombination in motion (Brown and Bishop 2014).

Most DSBs in *S. cerevisiae* occur within hotspots that usually span < 200 bp and mostly correspond to the nucleosome-depleted regions (NDRs) at transcription promoters (Ohta et al. 1994; Wu and Lichten 1994; Baudat and Nicolas 1997; Pan et al. 2011). Because these NDRs are typically flanked by nucleosome arrays, the resection nucleases must traverse several nucleosomes’ worth of DNA (Figure 1A). However, while Exo1 is a processive enzyme in vitro with an average run length of ~6 kb on naked DNA (Myler et al. 2016; Myler and Finkelstein 2017), it is strongly blocked by nucleosomes (Adkins et al. 2013). Moreover, MRX/Sae2 preferentially nicks near but not within nucleosomes in vitro (Wang et al. 2017) and nucleosomes impede MRX/Sae2 incision in vegetative cells (Gnugge et al. 2023). Therefore, the resection nucleases may require chromatin remodeling to be able to digest nucleosomal DNA in vivo (Figure 1A). Multiple chromatin remodelers appear to play partially overlapping roles in resection of DSBs in vegetative cells, including RSC, INO80, and Fun30 (Karl et al. 2021), but whether the same is true in meiosis has not yet been established.

We previously mapped resection endpoints genome wide by digesting ssDNA with S1 endonuclease followed by adapter ligation and deep sequencing (S1-seq) (Mimitou et al. 2017; Mimitou and Keeney 2018; Yamada et al. 2020). We found that population averages of resection endpoints are modestly enriched at the preferred positions of linkers between nucleosomes and that altered local chromatin structure (caused by elimination of transcription factors Bas1 or Ino4) was associated with changes in resection tracts (Mimitou et al. 2017). Moreover, computational simulations suggested that Exo1 digestion rates in vivo are comparable to rates in vitro on naked DNA (Mimitou et al. 2017). These findings suggested a scenario in which Exo1 runs on DNA duplexes that are effectively nucleosome-free, then terminates digestion upon encountering the first intact nucleosome (Figure 1A). This model reinforced the idea that nucleosomes may be actively removed or destabilized from broken chromatids before Exo1-mediated resection.

Here, we investigate roles of chromatin remodelers in meiotic resection. We demonstrate that Fun30 is locally recruited in response to meiotic DSB formation and strongly influences the spatial patterns of both MRX/Sae2 nicking and further Exo1 processing. We further leverage the greatly shortened resection tracts in the *fun30 exo1-nd* double mutant to explore the functional importance of normal ssDNA tail lengths for recombination partner choice, crossover formation, and production of viable spores.

## Results

### Efficient resection requires Fun30

To identify chromatin remodelers with roles in meiotic resection, we screened candidate factors that have known effects on resection in vegetative cells. We tested mutations eliminating Fun30, a SWI/SNF-like ATPase that promotes resection at long distances (> 5 kb away from the break site) (Chen et al. 2012; Costelloe et al. 2012; Eapen et al. 2012); Arp8, a non-essential subunit of the INO80 chromatin remodeler (Morrison et al. 2004; Tsukuda et al. 2005; Gospodinov et al. 2011); and Swr1, the ATPase subunit of the SWR-C complex (van Attikum et al. 2004; Papamichos-Chronakis et al. 2006). We also tested a mutant lacking histone variant H2A.Z (*htz1*Δ) because of reported effects of H2A.Z on resection in vivo (van Attikum et al. 2007; Lademann et al. 2017) and on Exo1 digestion of nucleosomes in vitro (Adkins et al. 2013).

We examined resection at two strong DSB hotspots (*CCT6* and *GAT1*) using S1-Southern blots, in which genomic DNA from meiotic cultures was digested with S1 endonuclease to remove ssDNA then visualized by Southern blotting and indirect end labeling after agarose gel electrophoresis (Figures 1A,B). Wild-type cells displayed a ladder of blunted DSB fragments that migrated considerably faster on the gel than the unresected DSBs seen in a *sae2*Δ mutant (Figure 1B, compare lanes 1 and 15 to lane 19). The banding pattern in wild type reflects at least in part the effect of chromatin structure on the positions of resection endpoints (Mimitou et al. 2017). As previously shown (Mimitou et al. 2017), resection lengths are shorter in nuclease-dead *exo1-nd* mutants (*exo1-D173A*; (Tran et al. 2002)), so S1-digested DSB fragments migrated more slowly than in wild type (Figure 1B, lanes 6,14,17).

The *fun30*Δ mutant similarly exhibited slower-migrating S1-treated fragments than wild type, with the magnitude of the change comparable to but distinct from that seen in *exo1-nd* (Figure 1B, lanes 5 and 16). In contrast, none of the other mutations tested gave shortened resection lengths, either alone or in combination with one another, and none of them caused further changes in resection in a *fun30*Δ background (Figure 1B**, panels i and ii**). We did not detect any difference in DSB distributions between *FUN30* and *fun30*Δ in the *sae2*Δ background (Figure 1B.iv), ruling out the possibility that *fun30*Δ affects resection endpoints only indirectly by altering DSB locations. We conclude that Fun30 is required to generate resection tracts of normal length.

DSB fragments in a *fun30*Δ *exo1-nd* double mutant migrated even more slowly than either the *fun30*Δ or *exo1-nd* single mutants (Figure 1B.iii). The resection seen in an *exo1-nd* background reflects the distribution of the MRX/Sae2 nicks that are the furthest from each DSB. Therefore, seeing shorter resection tracts in the *fun30*Δ *exo1-nd* double mutant compared to *exo1-nd* alone indicates that Fun30 also influences where MRX/Sae2 can act.

### Fun30 shapes the global resection landscape

To interrogate the genome-wide distribution of resection endpoints, we performed S1-seq on cells collected at 4 h after meiotic induction in wild type, *exo1-nd, fun30*Δ, and *fun30*Δ *exo1-nd*. Biological replicates correlated well (Figure S1A), so they were averaged for further analyses. As previously shown (Mimitou et al. 2017), S1-seq reads at hotspots mapped to the top strand for resection moving rightward and to the bottom strand for leftward resection, and these S1-seq signals shifted closer to hotspot centers in *exo1-nd* (Figure 2A). Consistent with the S1-Southern results, S1-seq signals were also closer to the hotspot center in *fun30*Δ and even closer in *fun30*Δ *exo1-nd* (Figure 2A).

Global resection patterns were displayed by co-orienting and combining top- and bottom-strand reads around 3908 previously defined hotspots (Mohibullah and Keeney 2017) and plotting the average relative to hotspot centers (Figure 2B). Both single mutants had distributions shifted towards the hotspot midpoints, but with notable differences: *exo1-nd* showed substantially more signal than *fun30*Δ within 200 nt of hotspot midpoints, while *fun30*Δ showed a modestly higher frequency of longer resection tracts (~700–1200 nt) (Figure 2B). These differences indicate that, in the absence of Fun30, the combined action of MRX/Sae2 and Exo1 resects nearly all DSBs at least 200 nt and occasionally resects almost as extensively as the longer tracts in wild type. In contrast, MRX/Sae2 aided by Fun30 but without Exo1 nuclease often resects for only very short distances (< 200 nt). The *fun30*Δ *exo1-nd* double mutant had even shorter resection tracts, with a modal endpoint within 100 nt of hotspot midpoints (Figure 2B).

We estimated median resection tract lengths by focusing on 405 narrow (<400 bp wide) “loner” hotspots that had no other hotpots within 3 kb. This analysis gave median resection lengths of 755 nt in wild type and 354 nt in *exo1-nd* (Figure 2C), comparable to previous results (Mimitou et al. 2017). Median resection was shortened to 439 nt in the *fun30*Δ mutant, and to 130 nt in the *fun30*Δ *exo1-nd* double mutant (Figure 2C).

The difference between *exo1-nd* and *fun30*Δ *exo1-nd* reinforces the inference from S1-Southern data that the *fun30*Δ mutation alters MRX/Sae2 nicking positions. Importantly, however, the S1-seq data also suggest that Fun30 promotes Exo1-dependent resection as well. If we estimate the contribution of Exo1 to total resection as the difference between *EXO1*+ and *exo1-nd* backgrounds, then Exo1 resects further in the presence of Fun30 (median^wild type^ – median^*exo1-nd*^ = 401 nt) than when Fun30 is missing (median^*fun30*Δ^ – median^*fun30*Δ *exo1-nd*^ = 309 nt) (Figure 2D). We conclude that Fun30 affects both resection steps.

S1-seq in a *sae2*Δ background, which maps DSB locations (Mimitou et al. 2017; Mimitou and Keeney 2018), confirmed that the *fun30*Δ mutation had little if any effect on either the frequency or distribution of DSBs within hotspots (Figures S1B,C). Thus, Fun30 does not affect where Spo11 cleaves but instead influences resection per se. S1-seq further confirmed that Swr1 is dispensable for resection genome-wide (Figures S1D-F). We also performed S1-seq on cells lacking Rad9, which has an inhibitory effect on resection in vegetatively growing yeast (Chen et al. 2012), but detected little or no difference from wild type (Figures S1D-F).

### Fun30 is recruited to chromatin in response to meiotic DSBs

To test if Fun30 is recruited to sites of meiotic DSBs, we performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) of Fun30-myc in *SPO11* and *spo11-yf* strains (Y135F; catalytically inactive mutant). 

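Fun30 carrying a myc tag was immunoprecipitated from diploid cells 4 h into meiosis, and chromatin was compared in 4 strain groups. These were SPO11 and spo11-yf, both with tagged Fun30 and without Sae2, fun30-K603R, which carries the K603R change in the tagged protein and also lacks Sae2, and an untagged control with SAE2. Each group had 2 replicates, which the legend of Figure S2A calls biological replicates, and each replicate had an IP and an input library, 16 libraries in all. The paper's methods give 15 min of fixation and shearing in a Covaris instrument, and the sample labels give 30 min and a Bioruptor. The authors mapped paired-end reads to a joined S. cerevisiae (sacCer2) and S. mikatae (IFO1815) genome, with BWA 0.7.5a-r405 according to the submitters' processing notes, and deposited the coverage of every base pair as whole numbers without normalization. Mean coverage of the 16 nuclear S. cerevisiae chromosomes was 128 to 191 in the 8 inputs and 53.7 to 172 in the 8 IPs, lowest in the 2 untagged IPs. Mean coverage of S. mikatae, the spike-in, was 17.4 to 25.1 in the inputs and 21.8 to 158 in the IPs. The calibrated signal was the IP coverage over the S. mikatae total of the IP, divided by the input coverage over the S. mikatae total of the input. The S. mikatae total was the coverage summed over all S. mikatae sequences, whereas the paper counts reads mapped uniquely to S. mikatae chromosomes. Groups were compared with limma on the log2 calibrated ratio with a pseudocount of 0.5 in 11916 of 12063 bins of 1 kb, those with input coverage of at least 20% of the median bin in every input, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. With 2 replicates in each group, an exact permutation test of a single value cannot go below p = 0.33.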

The methods we used would not generate sequencing reads from the ssDNA left after resection. Moreover, we reasoned that any direct role of Fun30 in remodeling the chromatin of broken chromatids should occur prior to the onset of resection and that resection might remove proteins that were bound to the DNA at the time of nuclease action. Therefore, we conducted these experiments in a *sae2*Δ background to prevent resection. 

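Input coverage over 1 interval separated the tagged groups from the untagged control. In all 6 inputs of the tagged groups, a stretch of 1035 bp on chromosome VII, from 172842 to 173876 in sacCer2, had no coverage, while the 2 untagged inputs covered it at 0.941 and 1.02 times their median bin. SAE2, which encodes the partner of the Mre11 nuclease in starting resection, is on chromosome VII with a coding length of 1038 bp in the R64 gene table, whose coordinates are of another assembly and were not used. No other interval of at least 300 bp lacked coverage in the 6 tagged inputs while both untagged inputs covered it throughout at 20% of their median or more. Outside the outer 20 kb of the chromosomes, 28 intervals of at least 300 bp lacked coverage in all 8 inputs.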

To quantitatively compare ChIP-seq signals between datasets, we used *Saccharomyces mikatae* cells expressing myc-tagged Rec114 as a spike-in control.

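The share of S. cerevisiae in the summed nuclear and S. mikatae coverage separated the tagged from the untagged IPs. It was 28.9% and 29.6% in the 2 untagged IPs, 88.2% and 87.1% in SPO11 and 87.7% and 87.2% in spo11-yf, against 87.1% to 89.3% in the inputs. The IPs of fun30-K603R lay between, at 75.1% and 73.1%. Coverage per position of S. cerevisiae over S. mikatae in the inputs was 7.08 and 6.98 in SPO11, 8.05 and 8.15 in spo11-yf, 6.58 and 6.58 in fun30-K603R and 7.68 and 7.42 in the untagged strain. The 108 unplaced S. mikatae sequences hold 2.68% of the S. mikatae length. Their share of the S. mikatae coverage was 17.7% and 16.4% in the SPO11 inputs and rose to 24.8% and 21.0% in the IPs. In spo11-yf it was 22.9% and 23.6% in the inputs and fell to 20.6% and 19.8% in the IPs. In fun30-K603R it fell from 17.0% and 17.3% to 13.6% and 10.6%, and in the untagged control from 19.9% and 19.9% to 4.23% and 3.94%.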

Both *SPO11* and *spo11-yf* strains showed pan-genomic Fun30 ChIP-seq signals that were on average more than 16-fold above an untagged control (Figures 3A and S2A). 

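Calibrated Fun30 signal averaged 0.912 ± 0.0536 (SD, n = 2) over the 1-kb bins in SPO11, 0.824 ± 0.0288 (SD, n = 2) in spo11-yf and 0.0502 ± 0.00325 (SD, n = 2) in the untagged control. SPO11 was 18.2-fold above the untagged control, with 16.6 to 19.8 in the 4 comparisons of single replicates. For spo11-yf the ratio was 16.4-fold, with 15.3 to 17.6. In limma each of the 11916 bins was higher than in the untagged control in both strains, at a median log2 difference of 4.03 in SPO11 and 3.98 in spo11-yf. These medians were 4.40 and 4.18 with the spike-in total from the 16 S. mikatae chromosomes, a setting chosen after seeing the data, and that of SPO11 was 4.29 with the spike-in from the median S. mikatae bin. Without the spike-in, which sets the median bins equal, 3590 bins were higher and 2765 lower in SPO11, and 1547 were higher and 493 lower in spo11-yf. More than 2 times the median bin was reached by 5.00% of bins in SPO11 and 1.32% in spo11-yf, and the 5th and 95th percentiles of spo11-yf were 0.613 and 1.18. The genome-wide mean of SPO11 was 1.11 times that of spo11-yf, with 1.04 to 1.18 in the single comparisons (exact permutation test, two-sided p = 0.33, the smallest it can give). With the total from the 16 S. mikatae chromosomes it was 1.24 times, and the folds over the untagged control were 23.4 in SPO11 and 18.9 in spo11-yf.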

In both strains, Fun30 was enriched in genomic regions where its preferential binding has been previously reported, including tRNA genes, replication origins (ARS), and centromeres (Neves-Costa et al. 2009; Durand-Dubief et al. 2012) (Figures S2B,C). The DSB-independent component of this basal chromatin association presumably reflects constitutive roles of Fun30 in chromatin modulation throughout the genome.

Importantly, there was also pronounced DSB-stimulated Fun30 enrichment at hotspots and other genomic regions. To investigate this DSB-dependent component of Fun30 binding, we plotted the difference in calibrated ChIP-seq signal between the *SPO11* and *spo11-yf* data sets (Figure 3A **bottom**). 

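SPO11 signal was higher than spo11-yf in 2181 of 11916 bins of 1 kb and lower in 692 (limma, adjusted p under 0.05), at a median log2 difference of 0.04 over all bins. The 10 regions with the largest rise were 2 on chromosome VII, 2 on X, 2 on XIII and 1 each on IX, XI, XV and XVI, with top bins at log2 differences of 1.67 to 1.93. The largest was on chromosome VII from 986001 to 991000, where the top bin held 1.98 in SPO11 (replicates 2.22 and 1.74) and 0.517 in spo11-yf, a log2 difference of 1.93 (standard error 0.14, adjusted p = 4.49e-40 from limma). On chromosome XIII from 772001 to 776000 the top bin reached 3.01 against 0.889, and on chromosome X from 604001 to 611000 it reached 3.70 against 1.09. The longest of the 10, on chromosome IX from 382001 to 396000, spanned 14 bins. Regions lower in SPO11 changed less, with log2 differences of -0.82 to -0.67 in the 10 largest, such as chromosome XIII from 518001 to 519000 (0.694 against 1.23). The split into higher and lower bins follows the scaling. It was 5513 higher and 21 lower with the spike-in taken from the median S. mikatae bin, 2354 and 1689 without the spike-in, 1383 and 3245 without division by input and, in a setting chosen after seeing the data, 3537 and 88 with the spike-in total from the 16 S. mikatae chromosomes. The median log2 difference was 0.32, -0.12 and 0.20 with the median S. mikatae bin, without division by input and with the 16 chromosomes. It was -0.0238 without SPO11 replicate 1, 0.113 without SPO11 replicate 2, 0.0810 without spo11-yf replicate 1 and 0.00862 without spo11-yf replicate 2. Single libraries also moved the split, to 1277 higher and 597 lower without SPO11 replicate 1, 2161 and 240 without SPO11 replicate 2, 1544 and 165 without spo11-yf replicate 1 and 1128 and 206 without spo11-yf replicate 2. Of the 2181 bins, 2173 were also higher without the spike-in.
The strongest spo11-yf bin of each chromosome outside the outer 20 kb, a set chosen after the values were seen, was also higher in SPO11. The paper reports Fun30 enrichment at centromeres in both strains, with a further rise upon DSBs. Whether these bins hold centromeres was not checked, as no annotation in sacCer2 was at hand. SPO11 exceeded spo11-yf in all 4 replicate comparisons on 16 of 16 chromosomes, and 13 of the 16 passed limma's threshold, all but VI, VII and XVI. Among all bins, SPO11 was higher in all 4 comparisons in 37.2%, and 2181 of 11916 passed the threshold as higher. On chromosome IV the bin from 449001 to 450000 held 8.20 in SPO11 and 5.35 in spo11-yf (log2 difference 0.61, standard error 0.12, adjusted p = 7.67e-06 from limma). Over the 16 bins, SPO11 exceeded spo11-yf by 1.38 in replicate 1 and 1.55 in replicate 2, and the mean difference was 0.581 without division by input, 2.90 with the median S. mikatae bin and 2.02 with the 16 S. mikatae chromosomes. The untagged control was also raised in these 16 bins, at 2.14 and 1.98 times its mean over all bins in its replicates. SPO11 stood at 5.62 and 6.19 times its own mean and spo11-yf at 4.69 and 4.81 times.

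**Figure D1:**
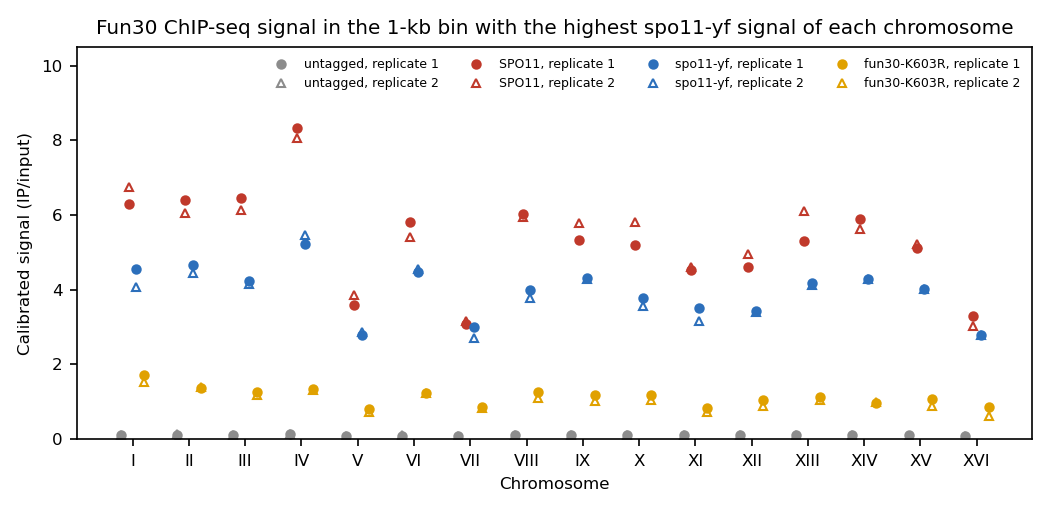
Calibrated Fun30 signal (IP over input, y axis) in the 1-kb bin with the highest spo11-yf signal on each chromosome (x axis) outside the outer 20 kb. Filled circles are replicate 1 and open triangles replicate 2 of each strain group. SPO11 points range from 3.13 to 8.20 as means of both replicates and spo11-yf from 2.78 to 5.35.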

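The difference map of SPO11 minus spo11-yf was alike in both replicates. Across 11916 bins of 1 kb, the map of replicate 1 and the map of replicate 2, which share no library, had a Pearson r of 0.875 and a Spearman rho of 0.765, and with the replicates crossed r was 0.852 and rho 0.736. These correlations are across bins, which are not independent replicates. The difference had a mean of 0.0882, a median of 0.0244 and a 99th percentile of 1.10. Its mean was 0.316 with the median S. mikatae bin, 0.189 with the 16 S. mikatae chromosomes and 0.0184 without division by input. With each replicate left out it was 0.0503 to 0.126. The highest value, 2.85, was in the strongest bin of chromosome IV.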

We observed peaks that coincided with DSB sites (i.e., peaks in the *sae2*Δ S1-seq map), but also peaks that lined up with peaks in ChIP-seq maps for the Spo11-accessory factor Rec114. 

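In the part of chromosome III drawn in Figure 3A, the difference map had 5 local peaks that rose at least 0.3 above the ground separating them from higher peaks, after smoothing with a 1-kb triangular window. The 3 near S1-seq peaks of the figure were at 212014, 225227 and 228987 in sacCer2, and the 2 near Rec114 peaks were at 218344 and 233123. Each lay within 344 bp of a drawn site, whose positions were read from the figure. At 212014 the smoothed signal was 1.32 in SPO11 (replicates 1.38 and 1.25) and 0.575 in spo11-yf (0.595 and 0.554), a difference of 0.742. Differences at 225227 and 228987 were 0.854 and 0.720. At 218344 SPO11 reached 2.96 and the difference was 1.28, but the replicates of SPO11 stood at 3.36 and 2.56 and those of spo11-yf at 1.96 and 1.42. The peak at 233123 was the highest, at 3.28 in SPO11 and a difference of 1.46. The untagged signal at the 5 peaks was at most 0.0953 in either replicate. As the peaks were picked from the difference map itself, SPO11 was bound to be higher there, so 1-kb windows at the drawn sites were also read. In these the difference was 0.664, 0.762 and 0.528 at the left, middle and right S1-seq sites and 1.30 (0.944 to 1.65 in the 4 replicate comparisons) at the right Rec114 site. At the left Rec114 site it was 0.798 (0.157 to 1.44), and 0.330 without SPO11 replicate 1. A window of 500 bp in place of 1 kb gave 9 peaks, and the highest peak was 2.40 with the spike-in from the median S. mikatae bin and 1.02 without division by input. Without division by input the windows at the left and right Rec114 sites differed by 0.518 and 0.808. With the median S. mikatae bin they differed by 1.43 and 2.17, and the left, middle and right S1-seq windows by 1.04, 1.22 and 0.911.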

The Rec114 peaks are thought to be preferred sites of assembly of DSB-promoting machinery along chromosome axes (Panizza et al. 2011; Murakami and Keeney 2014).

The average Fun30 ChIP-seq signal around DSB hotspots showed a peak in *SPO11* but a modest depression in *spo11-yf,* so the averaged difference map had a broad peak extending ~500 bp to each side of hotspot centers (Figure 3B). 

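The 4 hotspots that the paper names with a position (Figures 2A and S3) were read singly. The difference of SPO11 and spo11-yf in a 1-kb window stood above that in the flanks at CCT6 and MIP1 and below it at IRC5. At VAC14 window and flanks could not be told apart within the replicate range. The SPO11 signal itself was above its flanks only at CCT6. At CCT6, on chromosome IV from 835400 to 836399, between SND1 and CCT6, a subunit of the CCT chaperonin, SPO11 held 1.48 (replicates 1.51 and 1.44) and spo11-yf 0.778 (0.746 and 0.810). The difference of 0.698, between 0.633 and 0.763 in the 4 replicate comparisons, was above 96.7% of the 1-kb bins of the genome, and the flanks differed by 0.0653. At MIP1, on chromosome XV from 942865 to 943864, the difference was 0.187 (0.0876 to 0.287) against -0.00106 in the flanks. At IRC5, on chromosome VI from 228923 to 229922, it was 0.0704 (0.0198 to 0.121) against 0.220 in the flanks, and -0.0286 without division by input. At VAC14, on chromosome XII from 893155 to 894154, the difference of 0.000142 spanned 0 (-0.151 to 0.151), against 0.00703 in the flanks. With the spike-in from the median S. mikatae bin the differences were 1.12 at CCT6, 0.377 at MIP1, 0.265 at IRC5 and 0.157 at VAC14. With the total from the 16 S. mikatae chromosomes, chosen after seeing the data, they were 0.840 at CCT6, 0.157 at IRC5 and 0.0748 at VAC14. The spo11-yf signal was below its flanks, 1 to 2 kb away on both sides, at 3 of the 4: 0.756 of the flanks at IRC5, 0.855 at VAC14 and 0.697 at MIP1, against 1.01 at CCT6. The figures' positions are taken to be in sacCer2. The average over all hotspots was not analysed here. From the peak in SPO11 and the depression in spo11-yf, the paper derives a broad peak of the averaged difference map around hotspot centers.

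**Figure D2:**
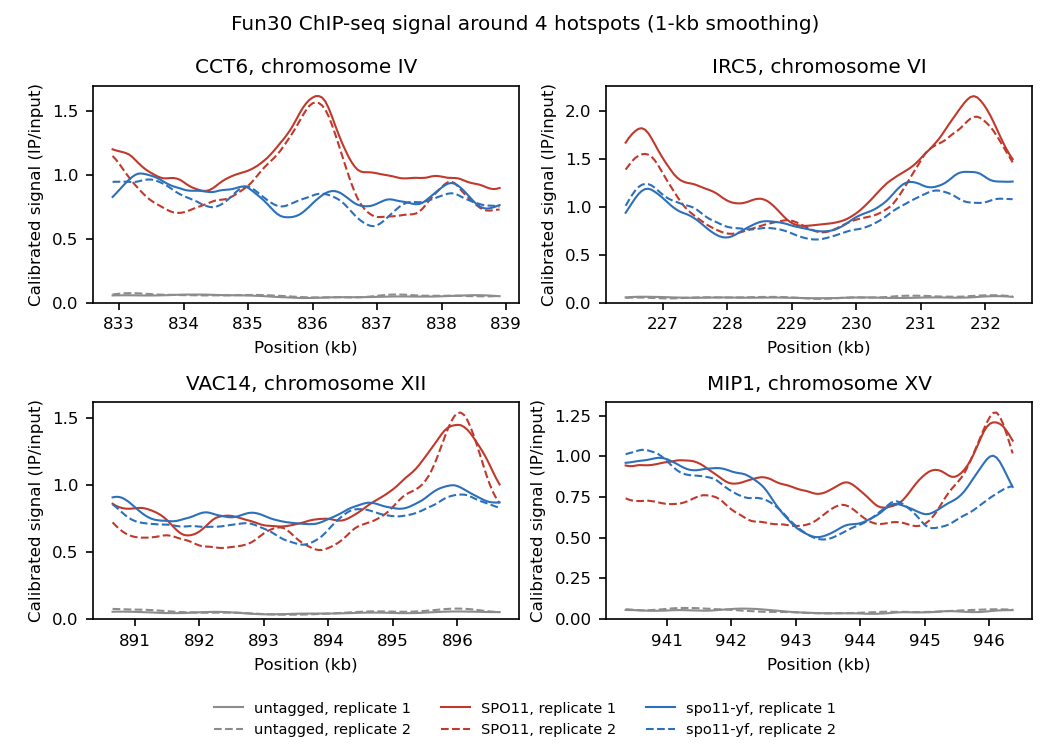
Calibrated Fun30 signal (y axis, IP over input, 1-kb triangular smoothing) against position (x axis, kb in sacCer2) within 3 kb of the CCT6, IRC5, VAC14 and MIP1 hotspots, for both replicates (solid and dashed lines) of SPO11, spo11-yf and the untagged control. SPO11 rises above spo11-yf at the centre of the CCT6 panel, and the untagged lines stay near 0.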

No such enrichment was observed for a random sample of genomic loci (Figures 3B and S2C). Furthermore, the local DSB-dependent ChIP-seq signal was correlated with hotspot strength (Figure 3C), supporting the conclusion that Fun30 is recruited in cis to sites where DSBs have occurred.

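Random loci showed no local rise in either strain. Of 3908 positions drawn at random, 3861 to 3867 passed the input filter in each library. The mean signal in their 1-kb windows was 0.955 and 0.879 in the replicates of SPO11 and 0.847 and 0.805 in those of spo11-yf. The signal at the centre over that 2 kb away was 1.01 in both replicates of SPO11 and 1.00 in both of spo11-yf. In the untagged control the windows averaged 0.0478 and 0.0524.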

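In 1-kb windows at the 2 Rec114 sites drawn in Figure 3A on chromosome III, read without regard to the difference map, the spo11-yf signal was above the median bin, and so was that of the untagged control. At the left site, from 217500 to 218499, spo11-yf stood at 2.08 and 1.71 times the median bin of the same library in the 2 replicates and the untagged control at 1.35 and 1.41 times. At the right site, from 232500 to 233499, spo11-yf stood at 2.56 and 2.03 times and the untagged control at 1.75 and 1.46 times. In SPO11 the left site was at 3.26 and 2.37 times the median and the right site at 3.81 and 3.90 times. The 3 S1-seq sites drawn in the same region were nearer the median in spo11-yf, at 0.784 and 0.770 times at the left site, 1.04 and 1.11 times at the middle and 1.07 and 1.12 times at the right, where the untagged control was at 0.811 to 0.932 times over the 3 sites. No test was made between 2 sites and 3. The larger set of Rec114 sites was not analysed here.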

Unlike around hotspots, the Fun30 ChIP-seq signal was already enriched in the absence ***of DSBs*** (*spo11-yf**)*** at preferred Rec114 binding sites (n = 2010, (Murakami and Keeney 2014)), and became further enriched in the *SPO11* strain (Figures 3B and S2C). The DSB-dependent component of the Fun30 ChIP-seq signal was correlated with the Rec114 ChIP-seq signal (Figure 3C). Similarly, the other genomic features that showed basal enrichment of Fun30 (tRNA genes, ARSs, centromeres) also showed further increases in ChIP-seq signal in response to DSBs (Figures S2B,C), which appears to be at least partly explained by the proximity of these features to Rec114 peaks (Figure S2D). Implications of DSB-stimulated Fun30 association with these sites away from hotspots are addressed in the Discussion.

### Fun30 remodels chromatin to facilitate efficient resection

In vitro, Fun30 slides nucleosomes and can exchange histone proteins in reconstituted nucleosomes (Awad et al. 2010; Byeon et al. 2013; Markert et al. 2021). In vivo, the *fun30*Δ mutation modestly alters nucleosome occupancies at centromeres and around promoters (Durand-Dubief et al. 2012; Byeon et al. 2013). Because Fun30 has chromatin remodeling activities, we sought evidence that its function in meiosis involves promoting the ability of the resection nucleases to act on nucleosomal substrates.

The NDRs of many yeast promoters are flanked by positioned nucleosomes, with the transcription start site (TSS) in the first (+1) nucleosome (Jansen and Verstrepen 2011). To test if resection endpoints correlate spatially with preferred positions of nucleosomes, we averaged S1-seq signals around hotspots, using as a reference point the midpoints of +3 nucleosomes for wild type or +1 nucleosomes for the shorter resection tracts in the mutants (Figure 4A). We then compared these population-average resection profiles to population-average chromatin structure as measured by sequencing of mononucleosomes released by digestion with micrococcal nuclease (MNase-seq; (Pan et al. 2011)).

As previously shown (Mimitou et al. 2017), the averaged S1-seq signal in wild type was broadly distributed with a maximum between the +3 and +4 nucleosomes, while *exo1-nd* showed two peaks overlapping the +1 nucleosome and the linker between the +1 and +2 nucleosomes (Figure 4A). Both profiles also showed modest scalloping in register with the edges of preferred nucleosome positions.

In contrast, the *fun30*Δ S1-seq showed a comparatively narrower distribution, with a sharp, scalloped peak between the +1 and +2 nucleosomes (Figure 4A). The *fun30*Δ *exo1-nd* distribution was narrower still, forming a single smooth peak centered to the left of the MNase-seq peak for the +1 nucleosome and straddling the right edge of the NDR and the left edge of the +1 nucleosome (Figures 4A,B). The S1-seq signal overlapped substantially with the +1 nucleosome position but tapered off sharply about halfway through (Figures 4B and S3). This pattern implies either that Mre11 can nick readily within the first half of the nucleosome, or that the +1 nucleosome is moved or destabilized in a Fun30-independent fashion after DSB formation. The results also show that nicking by Mre11 cannot spread readily beyond the first nucleosome in the absence of Fun30. Thus, in the absence of Fun30 there appears to be an even stronger correlation between chromatin structure and the distribution of resection endpoints.

To test this correlation further, we used k-means clustering to divide hotspots into groups that differed according to resection tract lengths in *fun30*Δ (Figure 4C) or *fun30*Δ *exo1-nd* (Figure 4D). We reasoned that, if Fun30 normally mitigates nucleosomal barriers to resection, then these clusters should also have systematic differences in their average MNase-seq maps. Specifically, places where resection tends to go further even in the absence of Fun30 should be enriched for locations that intrinsically have a lower basal nucleosome occupancy, while places that tend to have shorter resection lengths should be those with higher nucleosome occupancy.

This analysis gave the predicted patterns. The cluster with the shortest resection tracts in *fun30*Δ had an average MNase-seq profile with pronounced peaks and high sequence coverage, indicating a tendency toward there being positioned nucleosomes of comparatively high occupancy (Figure 4C, left). Conversely, the cluster with the longest resection tracts had markedly lower MNase-seq coverage that formed less well-defined peaks, indicating a tendency toward a more open chromatin structure with less regularly positioned nucleosomes and lower occupancy (Figure 4C, right). Interestingly, the intermediate cluster had its highest MNase-seq coverage at 501 bp from the hotspot centers, just downstream of where most resection tracts in this cluster terminated (Figure 4C, middle). These findings reinforce the correlation between Fun30-independent resection and constitutively open chromatin.

Similar results were observed for MRX/Sae2-mediated resection in the *fun30*Δ *exo1-nd* mutant. The cluster with the shortest resection tracts had well defined peaks of high MNase-seq signal immediately flanking the hotspot NDR (Figure 4D, left), whereas the cluster with longer resection tracts had more poorly defined and lower coverage MNase-seq peaks, consistent with a more open and less regular chromatin structure (Figure 4D, right). These observations further support that Fun30 helps the resection machinery overcome the inhibitory effects of nucleosomes.

This exercise also provided insight into the ability of Exo1 to resect nucleosomal DNA in the absence of Fun30. The narrow distribution of resection endpoints in clusters 1 and 2 in the *fun30*Δ *exo1-nd* mutant (Figure 4D, left and middle) implies that nucleosomes are maintained in the absence of Fun30 and constrain the spread of nicking by MRX/Sae2. Nevertheless, when S1-seq profiles from *fun30*Δ were overlaid to show what the combined action of MRX/Sae2 and Exo1 could accomplish for these same hotspots, median resection lengths were ~300 nt longer than for MRX/Sae2 alone (blue traces in Figure 4D). This implies that the same nucleosomes that constrain MRX/Sae2 can be overcome by Exo1.

### The fun30Δ exo1-nd mutant has reduced spore viability

The *fun30*Δ *exo1-nd* double mutant had decreased spore viability (58.8%), with an increased proportion of tetrads with two dead spores as well as smaller increases in tetrads with one, three, or four dead spores (Figure 5A,B). By contrast, the *exo1-nd* single mutant had a more modest decrease in viability (87.3%) that was mostly attributable to an increase in three-spore viable tetrads, while the *fun30*Δ single mutant showed normal spore viability.

Tetrads with either two or four dead spores can arise from meiotic recombination defects that cause chromosome missegregation during the first meiotic division (MI nondisjunction: MI-NDJ) (Chu and Burgess 2016). Tetrads with one or three dead spores are generally ascribed to random spore death (RSD), which can arise, for example, by defects in sister chromatid segregation. We used TetFit (Chu and Burgess 2016; Chu et al. 2017) to estimate the relative contributions of RSD (24.0%) and MI-NDJ (23.7%) to spore death in the *fun30*Δ *exo1-nd* double mutant (Figure 5C). This gives an estimated 4.0% MI-NDJ per chromosome. The increased frequency of MI-NDJ is consistent with a meiotic recombination defect, but the apparent mixture of RSD and MI-NDJ is in contrast to mutants with more unitary modes of spore death, such as *iml3*Δ (mostly RSD from defects in sister chromatid disjunction) or *msh5*Δ (mostly MI-NDJ from defects in homologous recombination) (Chu and Burgess 2016).

To further interrogate meiotic recombination in *fun30*Δ exo1-nd, we measured genetic distances in two intervals and the frequency of MI-NDJ of chromosome VIII using a spore-autonomous fluorescence assay (Figure 5D and Table S2) (Thacker et al. 2011). MI-NDJ was increased 7.3-fold by this assay to 2.26%, consistent with the TetFit analysis. The double mutant also had slightly decreased crossovers as compared to wild type in the *CEN8-ARG4* interval but not *ARG4-THR1* (Figure 5D and Table S2).

### fun30Δ exo1-nd double mutants have compromised interhomolog recombination bias

To more rigorously evaluate recombination timing and efficiency, we used direct physical analysis of recombination intermediates and products at the strong *HIS4LEU2* hotspot. Genomic DNA was isolated from synchronized meiotic cultures, digested with appropriate restriction enzymes, separated by either one- or two-dimensional agarose gel electrophoresis, and analyzed by Southern blotting and indirect end labeling. Restriction site polymorphisms between the homologous chromosomes flanking the hotspot allow detection and quantification of DSBs; branched recombination intermediates (single-end invasions (SEIs) and double Holliday junctions (dHJs)) between sister chromatids or between homologs; and both crossover and noncrossover recombination products (Figure S4A-D) (Hunter and Kleckner 2001; Kim et al. 2010).

In wild type, signals from DSBs, SEIs, and dHJs appeared and disappeared, crossover and noncrossover recombination products accumulated, and nuclear divisions occurred with the expected kinetics (Figures 6A-E and S4E,F). More signal was observed for interhomolog dHJs (IH-dHJs) than for intersister (IS-dHJs) throughout meiotic prophase I (Figures 6D and 6E **bottom**), reflecting the normal bias in recombination partner choice that favors using homologous chromosomes rather than sister chromatids (Schwacha and Kleckner 1997; Kim et al. 2010). The *exo1-nd* mutation increased the time-averaged amount of DSB signal (1.8-fold, estimated from comparative areas under the time-course curves) and recombination intermediates (1.7-fold for SEIs and 1.9-fold for total dHJs) but did not affect crossover levels and reduced the amount of noncrossovers slightly (Figures 6A,B,D,E and S4E,F). Similar to previous findings (Zakharyevich et al. 2010), *exo1-nd* maintained interhomolog recombination bias, albeit somewhat weakened (Figures 6D and 6E **bottom**).

Unexpectedly, the *fun30*Δ mutation delayed the onset of DSB formation, appearance of crossovers, and completion of meiotic divisions, with each affected to a similar extent (~1 h) (Figures 6A,B,C,E and S4E,F). These delays are likely attributable to slower meiotic entry, as FACS analysis showed similarly delayed meiotic DNA synthesis (~1 h) in *fun30*Δ compared to wild type (Figure S5). IH-dHJs exceeded IS-dHJs in *fun30*Δ, indicating that strong IH bias was maintained, and final crossover levels were normal (Figures 6B,E and S4F).

The *fun30*Δ *exo1-nd* double mutant combined several of the phenotypes of the single mutants. For example, meiotic DNA synthesis and DSB onset were delayed comparably to the *fun30*Δ mutant (Figures 6A,B and S5), and peak levels of both DSBs and recombination intermediates were elevated similarly to *exo1-nd* (Figure 6A,B,D,E). However, the double mutant also showed additional defects not seen with either single mutant, including prolonged presence of DSBs, which may indicate continued DSB formation and/or longer DSB lifespan (Figure 6A,B); defective interhomolog bias (more IS-dHJs than IH-dHJs; Figure 6D,E); substantially delayed (2.5–3 h) and reduced formation of both crossovers (decreased ~2-fold) and noncrossovers (decreased ~3-fold) (Figures 6A,B and S4E,F); and greatly delayed (~3 h) meiotic divisions (Figure 6C).

We verified the changes in DSB timing and/or levels for the single and double mutants at four natural hotspots (*ERG1, CYS3, BUD23* and *ARG4*), observing similar results as at *HIS4LEU2*: DSBs were delayed in *fun30*Δ; elevated in *exo1-nd*; and delayed, elevated, and persistent in *fun30*Δ *exo1-nd* (Figure S6A-H). We also confirmed using two-dimensional gel analysis at the *ERG1* hotspot that the interhomolog bias of dHJs was maintained in *fun30*Δ, weakened in *exo1-nd,* and greatly reduced in *fun30*Δ *exo1-nd* double mutants (Figure 7A-C).

We consider it likely that the pronounced defect in interhomolog bias in the *fun30*Δ *exo1-nd* double mutant is at least one cause of the persistent DSB signal, reduced number of crossovers, and strong delay in crossover and noncrossover formation. It is also likely that these recombination defects in turn cause delayed prophase I exit (resulting in greatly delayed meiotic divisions), increased MI-NDJ, and decreased spore viability (see Discussion).

## Discussion

We previously proposed that one or more chromatin remodelers contributes to meiotic resection by removing nucleosomes in the vicinity of DSBs (Mimitou et al. 2017). Our findings here implicate Fun30 in this role in yeast. Chromatin remodeling contributes to resection in vegetative yeast and mammalian cells as well (Peritore et al. 2021; Fowler et al. 2022). However, unlike in vegetative cells, where Fun30 acts redundantly with other remodelers to promote resection specifically over relatively long distances (Chen et al. 2012; Costelloe et al. 2012; Eapen et al. 2012), during meiosis Fun30 by itself strongly affects both initial (MRX/Sae2) and secondary (Exo1) resection steps. Fun30 thus plays a predominant role in DSB processing uniquely in the context of meiotic recombination.

We found no effects of the other chromatin remodeler mutations tested, either alone or in combination with *fun30*Δ. Because we used *swr1*Δ and *htz1*Δ null mutants, we can exclude significant contributions of Swr1 and Swr1-dependent deposition of Htz1. Fun30 thus may be the only relevant remodeler in meiosis, but it is important to note that we do not formally exclude contributions of other remodelers. Normal mitotic resection involves the nonessential INO80 subunit Arp8 (Tsukuda et al. 2005); although we found that Arp8 was dispensable for meiotic resection, we cannot rule out that INO80 has an Arp8-independent role in meiotic resection. Moreover, we were unable to test the involvement of RSC because deletion of its nonessential subunit Rsc2 or meiotic depletion of its essential subunit Sth1 (Peritore et al. 2021) interfered with meiotic entry in our strains (unpublished observations), consistent with RSC’s role in *IME2* expression (Inai et al. 2007).

### Spatiotemporal coordination between DSB formation and resection

Meiotic chromosomes are organized into arrays of chromatin loops that are anchored at their bases by proteinaceous axial elements that include (among other things) cohesins and meiosis-specific axis proteins such as Red1 and Hop1 (Kleckner 1996; Smith and Roeder 1997; Klein et al. 1999; Zickler and Kleckner 1999; Kleckner 2006; Panizza et al. 2011). The DSB-forming machinery appears to localize to the axes but most DSBs occur in DNA segments that are usually in the loops. This paradox has led to a model in which tethered loop-axis complexes (TLACs) are formed by recruitment of loop DNA to axes to allow DSB formation and subsequent recombination (Blat and Kleckner 1999; Kleckner 2006; Panizza et al. 2011) (Figure S7).

We therefore interpret the DSB-dependent enrichment of Fun30 at both hotspots and Rec114 peaks (which are thought to represent axis-associated assemblies of DSB-promoting factors) as reflecting the spatial coordination between hotspots and axes within the context of TLACs (Figure S7). We previously showed that histone H3 is phosphorylated on threonine 11 by the DSB-responsive kinase Mek1, and that phospho-H3 is enriched at both axis attachment sites and around hotspots (Kniewel et al. 2017). Fun30 thus provides another example of a protein whose chromatin localization in response to DSBs appears to be shaped by the higher order organization of meiotic chromosomes.

Our ChIP-seq data indicate that meiotic DSBs provoke the recruitment of Fun30 nearby, likely on the broken chromatid and/or its sister chromatid. DSBs also activate a feedback control where local activation of the DSB-response kinase Tel1 (ortholog of mammalian ATM) inhibits Spo11 cleaving the same hotspot again (Lange et al. 2011; Johnson et al. 2021; Prieler et al. 2021). An interesting implication of post-DSB recruitment of Fun30 in cis is that the resulting chromatin remodeling occurs exclusively on the homolog that has lost DSB competence because of Tel1-mediated feedback control. By restricting chromatin changes to hotspots that are unlikely to experience more DSBs, Spo11 may thus be constrained to cut only where allowed by chromatin that has not been acted on by Fun30. This constraint would inhibit DSBs from forming within gene bodies, possibly affecting the mutagenic potential of recombination. Fun30 recruitment and activation at DSBs are cell cycle regulated in vegetative cells (Chen et al. 2016; Bantele and Pfander 2019), suggesting that multiple regulatory strategies may have evolved to limit Fun30 remodeling in different contexts.

### Nucleosomes as a resection barrier in vivo

In vitro, resection by Exo1 is almost completely blocked by a nucleosome (Adkins et al. 2013), and MRX/Sae2 incision can occur directly adjacent to but not apparently within a nucleosome (Wang et al. 2017). Genomic studies also suggest inhibition of MRX/Sae2 incision by nucleosomes in vegetative cells (Gnugge et al. 2023). We found here that constitutive chromatin structure strongly affected the residual Fun30-independent resection that could be carried out by MRX/Sae2 alone or in combination with Exo1, supporting the interpretation that nucleosomes pose barriers to both resection nucleases during meiosis as well (Mimitou et al. 2017). Interestingly, however, our findings also indicate that nucleosomes are unlikely to be an absolute block to the nucleases.

First, we found that MRX/Sae2 by itself (*fun30*Δ *exo1-nd*) frequently cleaves within the position usually occupied by the +1 nucleosome rather than being strictly constrained to the NDR and the linker between nucleosomes. The DNA cleavage positions in this case mostly fall within the first half of the nucleosome position and rarely spread up to the next nucleosome, so we can rule out that these cleavage events are solely due to the +1 nucleosome having been removed entirely in all or a subset of cells.

Second, we found that Exo1 still carries out substantial resection in the absence of Fun30 (comparing *fun30*Δ to *fun30*Δ *exo1-nd*). This means that Exo1 is able to digest DNA within the same nucleosomes that are constraining MRX/Sae2 and causing resection tracts to shorten in *fun30*Δ *exo1-nd* compared to *exo1-nd* alone.

We therefore conclude that both MRX/Sae2 and Exo1 have some limited ability to digest nucleosomal DNA in vivo without intervention by Fun30, even though they appear incapable of doing so in vitro (Adkins et al. 2013; Wang et al. 2017). One possibility is that both enzymes can act on nucleosomal DNA directly. We note that biochemical studies to date have relied on the strong artificial 601 nucleosome positioning sequence, which provides an exceptionally stable nucleosome. Perhaps both nucleases are better able to act on nucleosomes of more physiological stability. Alternatively, there may be Fun30-independent processes that destabilize nucleosomes. We can rule out Swr1 or Htz1, but remaining nonexclusive candidates for such processes could include transcription, action of remodelers other than Fun30 or Swr1, histone posttranslational modifications, and/or DSB-provoked changes in chromatin structure (e.g., caused by topological changes or DSB response signaling).

### Minimum resection length required for meiotic recombination

In vegetative cells, recombination can occur with homology lengths less than 40 bp, and normal recombination efficiency is estimated to need only ~100 to 250 bp on each side of the DSB (Jinks-Robertson et al. 1993; Manivasakam et al. 1995; Hua et al. 1997; Inbar et al. 2000; Ira and Haber 2002). It has been suggested that the reason meiotic resection in wild type is considerably longer than these minima is to ensure that all DSBs are resected enough to allow recombination to proceed efficiently and accurately (Zakharyevich et al. 2010). It was further noted that most DSBs are resected further than these minima in an *exo1-nd* mutant, and only a small fraction of DSBs had resection tracts short enough to potentially impair recombination (Zakharyevich et al. 2010).

Our findings refine these ideas and suggest important roles of resection aside from simply providing enough ssDNA for homology searching. First, we note that the *fun30*Δ single mutation reduced median resection lengths almost as much as *exo1-nd* alone, but gave better spore viability. One important difference between these single mutants is that *fun30*Δ cells had a longer minimum resection distance than *exo1-nd,* such that fewer resection tracts were very short (e.g., only ~4.6% were <200 nt long in *fun30*Δ, vs. 8.4% in *exo1-nd*). We surmise that the relative paucity of extremely short resection tracts is the reason for better preservation of successful meiosis in *fun30*Δ mutants than in *exo1-nd,* measured as better spore viability.

Second, the *fun30*Δ *exo1-nd* double mutant had extremely shortened resection as well as recombination defects leading to increased rates of homolog missegregation and spore death. We do not exclude the possibility that there are resection-independent defects contributing to these phenotypes, e.g., altered gene expression (Durand-Dubief et al. 2012; Byeon et al. 2013). (Altered gene regulation is a good candidate to explain the delayed meiotic entry in the *fun30*Δ background.) However, it is plausible that the meiotic recombination defects in the double mutant are mostly (or even entirely) the consequence of the shortened resection itself. If so, and if the principal importance of resection length is to provide enough ssDNA for efficient homology searching, we initially expected to observe fewer and/or less stable recombination intermediates. Unexpectedly, though, both SEIs and dHJs were abundant, suggesting that strand exchange and its prerequisite homology search were both still effective despite the greatly reduced ssDNA length. Instead, we observed a pronounced decrease in interhomolog bias that was probably sufficient to explain the reduced recombination and increased chromosome missegregation.

Third, as reported previously (Joshi et al. 2015), wild type progressively establishes interhomolog bias during meiotic prophase (Figure 7D). In contrast, *exo1-nd* showed delays in the establishment of interhomolog bias in addition to reducing overall bias, and *fun30*Δ *exo1-nd* failed almost entirely to establish the bias. The median resection length negatively correlated with the degrees of interhomolog bias (blue points in Figure 7E). Interestingly, however, crossover formation showed a more pronounced threshold effect, with significant defects only apparent with the most extreme reduction in resection length (gray points in Figure 7E). We suggest that homeostatic mechanisms that control crossover outcomes (e.g., crossover homeostasis (Martini et al. 2006)) provide robustness in the face of relatively modest defects in interhomolog bias. There appears to be a threshold between 17 and 47% of wild-type ssDNA content, below which overt crossover defects begin to materialize.

We envision two reasons for the observed decrease in interhomolog bias when resection is very short. One possibility is that there is a minimal requirement for ssDNA-provoked DNA damage signaling. The establishment of interhomolog bias involves activation of Mec1 and Tel1 kinases in response to DSB formation, which in turn activates Mek1 kinase (Hollingsworth and Gaglione 2019). Because Mec1 activation requires ssDNA-bound RPA (Zou and Elledge 2003), reducing the total ssDNA content by shortening resection without decreasing DSB numbers could reduce interhomolog bias similar to the effect of having fewer DSBs (Joshi et al. 2015). A second, non-exclusive possibility is that very short resection tracts might compromise the necessary loading of both Dmc1 and Rad51. Interhomolog bias is defective in the absence of Rad51, which plays a strand-exchange-independent role in promoting normal partner choice (Schwacha and Kleckner 1997; Cloud et al. 2012; Hong et al. 2013; Lao et al. 2013). Perhaps extremely short resection tracts sometimes fail to load sufficient Rad51, thereby compromising interhomolog bias. Regardless of which of these scenarios is correct, our results strongly indicate that a major constraint shaping how long meiotic resection needs to be is the minimal amount of ssDNA necessary to achieve appropriate regulation of recombination partner choice.

## Materials and Methods

### Yeast strain and plasmid construction

Unless otherwise noted, all yeast strains used in this study (Table S1) were of the SK1 background (Kane and Roth 1974). We used a standard lithium acetate method (Gietz and Schiestl 2007) and verified transformants by PCR and Southern blotting. The *fun30*Δ, *arp8*Δ, *htz1*Δ, and *swr1*Δ mutants were generated by replacing the coding sequences with a G418 resistance cassette (*KanMX4*). Appropriate crosses and tetrad dissection were then used to generated single and double mutants. The *exo1-nd* (D173A) mutation creates a *Drd*I restriction enzyme site that was used to follow the *exo1-nd* allele in crosses. Spore autonomous fluorescent markers (*THR1::m-Cerulean-TRP1* and CEN8::tdTomato-LEU2, ARG4::GFP*-URA3) (Thacker et al. 2011) were introduced to the *fun30*Δ *exo1-nd* mutant by crossing and tetrad dissection.

For ChIP-seq, Fun30 was C-terminally tagged by integrating a DNA fragment containing 13 copies of the Myc epitope and the *KanMX6* cassette amplified from pFA6a-13Myc-KanMX6 (Longtine et al. 1998) before the stop codon of the *FUN30* open reading frame. The primer sets (uppercase: 50 bp homology sequences, lowercase: annealing sequences) are as follows: 5′-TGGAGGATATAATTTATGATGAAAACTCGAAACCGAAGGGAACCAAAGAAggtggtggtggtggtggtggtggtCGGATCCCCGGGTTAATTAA; 5′-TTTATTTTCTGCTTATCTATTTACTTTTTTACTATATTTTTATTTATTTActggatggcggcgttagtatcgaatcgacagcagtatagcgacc.

### Sporulation

#### Meiotic cultures for S1-Southern and S1-seq.

Yeast strains were sporulated as previously described (Mimitou and Keeney 2018). We performed pre-sporulation culture in YPA (1% yeast extract, 2% Bacto peptone, 2% potassium acetate, 0.001% antifoam 204 (Sigma)) for 14 h, then transferred to sporulation medium (2% potassium acetate with amino acids and 0.001% polypropylene glycol). Meiotic cells from 66 ml sporulation medium harvested at 4 h after transfer to sporulation medium were washed with 50 ml of water and 50 mM EDTA pH 8.0 and stored at −80 °C.

#### Tetrad dissection.

To avoid accumulation of lethal mutations, we avoided prolonged culture of diploid strains where possible. Instead, haploid strains were freshly mated on YPD plates for 6 h and immediately sporulated in sporulation medium for >48 h. Tetrads were treated with 100 μg/ml zymolyase 20T (US Biological) at 30 °C for 20 min and dissected on YPD plates. Spore viability was scored after 2 days of incubation at 30 °C.

#### Meiotic time courses for physical analysis of recombination.

Procedures were as described previously (Kim et al., 2010; Hong et al., 2013; Yoon et al., 2016; Hong et al., 2019). Yeast diploid cells were patched onto a YPG plate (1% yeast extract, 2% peptone, 2% agar, and 3% glycerol) and incubated at 30 °C for 12 h. Cells were then streaked on a YPD plate (1% yeast extract, 2% peptone, 2% agar and 2% glucose) and incubated at 30 °C for two days. Single colonies were picked and inoculated in YPD liquid medium (1% yeast extract, 2% peptone and 2% glucose) and cultured at 30 °C for 24 h. To synchronize yeast cell cultures, the YPD-cultured cells were diluted in 200 ml of pre-warmed SPS medium (0.5% yeast extract, 1% peptone, 0.17% yeast nitrogen base without amino acids, 0.5% ammonium sulfate, 1% potassium acetate and 50 mM potassium biphthalate; pH was adjusted to 5.5 with 10 N KOH) and grown at 30 °C for 17–18 h. Meiosis was induced by culturing cells in sporulation medium (SPM; 1% potassium acetate, 0.02% raffinose and 2 drops of antifoam per liter) at 30 °C. SPM-cultured cells were harvested at 0, 2.5, 3.5, 4, 5, 6, 7, 8, 10 and 24 h and then cross-linked with 0.1 mg/mL trioxsalen (Sigma, T1637) under 365-nm ultraviolet light for 15 min.

### S1-Southern and S1-seq

Procedures for the agarose plug preparation, S1 nuclease treatment and the subsequent Southern blotting or S1-seq library preparation were described previously (Mimitou et al. 2017; Mimitou and Keeney 2018). These procedures were followed here with the following modifications; section numbers refer to (Mimitou and Keeney 2018): Section 4.4.2, steps 3–5: Each cell pellet was resuspended in 700 μl 50 mM EDTA pH 8.0. Seven hundred microliter of the cell suspension was mixed with 238 μl Solution 1 (SCE: 1 M sorbitol, 0.1 M sodium citrate, 60 mM EDTA pH 7.0 containing 5% β-mercaptoethanol and 1 mg/ml zymolyase 100T) at 40 °C and aliquoted to plug molds (BioRad) to prepare 20 agarose plugs. Section 5.2.2, steps 1–3: GELase was replaced by β-agarase I (NEB). The reaction (1 U per plug) was carried out at 42 °C. Section 5.2.2, step 23: The sonication step was carried out using Covaris E220 evolution with the settings PIP = 175 w, DF = 10%, CPB = 200, time: 180 sec at 4 °C. Less than 130 μl sample per microtube was loaded in microTUBE AFA Fiber Crimp-Cap on Rack E220e 8 microTUBE Strip. Section 5.4.2, step 6: For the post-PCR step, instead of ethanol precipitation with ammonium acetate, we purified library DNA using QIAquick PCR Purification Kit (Qiagen) with a final elution volume of 30 μl warm 10 mM Tris-HCl pH 8.0. Section 5.4.2, step 11: For the size selection step, instead of 5X TBE PROTEAN gel, samples were run on 1.5% agarose at 100 volts for 2 h. The gel region from 200 to 700 bp was excised and DNA was purified by QIAquick Gel Extraction Kit (Qiagen) following the manufacturer’s instructions (we included step 6 in the Quick-Start Protocol for QIAquick: add 500 μl Buffer QG to the QIAquick column and centrifuge for 1 min). Library DNA was eluted in 25 μl warm 10 mM Tris-HCl pH 8.0.

### Chromatin immunoprecipitation for Fun30-Myc

ChIP experiments were performed as described previously (Murakami and Keeney 2014), with modifications in shearing chromatin and calibrating datasets. Similar to the previously described calibrated ChIP method (Hu et al. 2015), we used *S. mikatae* cells as a spike-in control to compare ChIP-seq signals between datasets. For each *S. cerevisiae* strain, cells were sporulated using the YPA presporulation protocol as described above. Fifty ml (2 × 10^9^ cells) of culture at 4 h in meiosis was fixed with 1% formaldehyde for 15 min at room temperature, with mixing at 50 rpm. Crosslinking was quenched by adding glycine to 131 mM for 5 min. Cells were washed twice with 20 ml cold TBS buffer, frozen with liquid nitrogen, and stored at −80 °C until further steps. *S. mikatae* cells were sporulated using the SPS presporulation protocol (Murakami et al. 2020). Cells harvested at 4 h in meiosis were fixed and washed with the same condition described above. An aliquot of 2 × 10^8^ *S. mikatae* cells (10% of the number of *S. cerevisiae* cells) was added to each sample.

Cells were resuspended in FA lysis buffer (50 mM HEPES-NaOH pH 7.5, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 7 μg/ml aprotinin, 10 mg/ml each of leupeptin, pepstatin A, and chymostatin, 1 mM PMSF, and 1× each of Roche phosphatase and 1% protease inhibitor cocktails [Sigma]) (Vale-Silva et al. 2019; de Jonge et al. 2020) in 2-ml screw-cap Eppendorf tubes, and disrupted using zirconia/silica beads (0.5 mm, Biospec Products; ~900 μl per sample) and a FastPrep-24 (MP Biomedicals) with ten rounds of vigorous shaking at 6.5 m/sec for 60 sec. Lysates were pelleted by centrifugation at 15,000 rpm for 5 min at 4 °C. Chromatin in the whole-cell extracts was sheared by sonication using Covaris E220 evolution. To yield an average DNA size of around 350 bp (range 100–500 bp), 1 ml whole cell extract with SDS added to 0.1% final concentration (Pchelintsev et al. 2016) was loaded in miliTUBE with AFA fiber and assembled on miliTUBE holder. Sonication conditions were 140 w, DF = 5%, CPB = 200, time = 8 min at 4 °C. Sonicated chromatin was centrifuged at 15,000 rpm for 5 min at 4 °C, and the supernatant (input) was collected for immunoprecipitation steps as described (Murakami and Keeney 2014). DNA purified from input and immunoprecipitate samples was further sonicated prior to library preparation at the genomics core facility (Integrated Genomics Operation, Memorial Sloan Kettering Cancer Center)

### Physical analysis of recombination intermediates

Sporulation conditions and subsequent molecular biology procedures to detect recombination intermediates were as described previously (Oh et al. 2009; Kim et al. 2010). Genomic DNA preparation has been described (Kim et al. 2010; Hong et al. 2013; Yoon et al. 2016; Hong et al. 2019). Cells were treated with Zymolyase (US Biological) and then lysed in guanidine-HCl solution (4.5 M guanidine-HCl, 0.1 M EDTA, 0.15 M NaCl, and 0.05% sodium lauroyl sarcosinate) at 65 °C for 15 min. Genomic DNA was extracted twice with phenol/chloroform/isoamyl alcohol (25:24:1) and precipitated with ethanol. The DNA pellets were washed with 70% ethanol and dried at 4 °C overnight. Meiotic recombination was analyzed by gel electrophoresis at *HIS4LEU2* and *ERG1* loci similarly. Physical DNA analysis at the *HIS4LUE2* locus on chromosome III was performed as described previously (Kim et al., 2010; Hong et al., 2013; Yoon et al., 2016; Hong et al., 2019; Lee et al., 2021). Parental homologs are distinguished via *Xho*I restriction site polymorphism. Genomic DNA (2 μg) was digested with *Xho*I or *Xho*I plus *NgoM*IV for one-dimensional (1D) gel analysis. The *ERG1* locus on chromosome VII was detected to obtain the DNA species of DSBs, and joint molecules by *Sac*II restriction site polymorphisms (Thacker et al., 2014; Lao et al., 2013; Lee et al., 2021). The DNA samples were loaded onto 1D gels (0.6% UltraKem LE agarose (Young Science) in 1× Tris-borate-EDTA buffer), and electrophoresis was carried out in a 1× Tris-borate-EDTA buffer for 24 h. For two-dimensional (2D) gel analysis, genomic DNA (2.5 μg) was digested with *Xho*I for the *HIS4LEU2* locus and *Sac*II for the *ERG1* locus. The DNA samples were loaded onto 1D gels (0.4% Seakem Gold agarose (Lonza) in 1× Tris-borate-EDTA buffer), and electrophoresis was carried out in 1× Tris-borate-EDTA buffer for 21 h. The 1D gel was stained with 0.5 μg/ml ethidium bromide (EtBr), and the gel strips of interest were cut and placed in a 2D gel tray. The gel electrophoresis was carried out in 1× Tris-borate-EDTA buffer in 4 °C cold room. The gels were transferred to Biodyne B membrane (Pall). For Southern blot analysis, hybridization was carried out using probes labelled with [α-^32^P]-dCTP (Thacker et al., 2014; Lao et al., 2013; Lee et al., 2021). Hybridization signals were visualized using a phosphoimager and quantified using Quantity One software (BioRad).

### Bioinformatic analysis

#### S1-seq mapping and analysis.

Sequencing (50-bp paired-end reads; Illumina HiSeq2000) was performed in the MSK Integrated Genomic Operation. In silico clipping of library adapters and mapping to the genome was performed by the MSK Bioinformatics Core Facility using a custom pipeline as described (Mimitou and Keeney 2018) with modifications. The code for read processing and mapping is available online at https://github.com/soccin/S1Seq. After mapping, the reads were separated into unique and multiple-mapping sets, but only uniquely mapping reads were analyzed in this study.

All downstream analyses were performed using R (RStudio version 1.0.143, R version 4.0.3 GUI 1.73 Catalina build). Map curation before analysis was performed by masking DNA ends and meiotic DSB-independent reads, with mitochondrial DNA and the 2-micron plasmid excluded as described (Mimitou et al. 2017). A global view of meiotic double-strand break end resection and the mask coordinates can be found at https://github.com/soccin/S1Seq. Each map was normalized to reads per million remaining mapped reads and the biological replicates were averaged.

We used a hotspot list compiled from a combination of multiple independent wild-type Spo11-oligo maps (Mohibullah and Keeney 2017). Different from (Mimitou et al. 2017), the left arm of chromosome 3 was not censored because all strains used for S1-seq are without *HIS4LEU2* and *leu2::hisG* artificial hotspots on this chromosome arm. Published maps were used of nucleosome occupancy (Pan et al. 2011), nucleosome midpoints (Zhang et al. 2011)DNA</keyword></keywords><dates><year>2011</year><pub-dates><date>Jun</date></pub-dates></dates><isbn>1549-5469 (Electronic, and S1-seq in a *spo11* mutant with altered DSB locations (Claeys Bouuaert et al. 2021).

#### Calibrated Fun30 ChIP-seq.

Paired-end 50-bp reads were filtered and end trimmed, followed by removal of the reads containing tag sequences, and then mapped to a custom reference genome consists of the *S. cerevisiae* (sacCer2) and *S. mikatae* (IFO1815) reference genomes. Each *S. cerevisiae* coverage map was normalized according to the *S. mikatae* read density for the same antigen from the same culture. Coverage maps generated from *S. cerevisiae* reads as previously described (Murakami and Keeney 2014) were divided by the total number of reads that were uniquely mapped to *S. mikatae* chromosomes to create input and immunoprecipitate maps normalized to spike-in control. Each normalized immunoprecipitate map was divided by the corresponding normalized input map to generate a ChIP coverage map normalized to the spike-in control. The *S. mikatae* spike-in control minimizes the effects of sample-to-sample variation during lysis, immunoprecipitation, and library preparation. Also, the fixed ratio of *S. cerevisiae* to *S. mikatae* is an excellent scaling factor for comparing the amount of Fun30 enrichment between samples for the same antigen (Hu et al. 2015). We used ARS and tRNA coordinates (sacCer2) downloaded from Saccharomyces Genome Database (yeastgenome.org).

#### K-means clustering (Figures 4C,D).

To investigate the relationship between pre-existing chromatin structure (i.e., the chromatin structure before DSB formation or DSB-provoked remodeling at hotspots) and the resection patterns in *fun30*Δ mutants, we used k-means clustering to group hotspots by their resection endpoint distributions. To do so, we selected hotspots with no other hotspots located within 1 kb (n = 2778) to avoid confounding effects of resection from neighboring DSBs. For each hotspot, we took S1-seq signals within 1 kb to the right (top strand reads) and left (bottom strand reads) of the hotspot midpoint, resulting in a total of 5556 resection profiles. We subtracted the background from each profile (defined as the lowest S1-seq signal within each profile), then normalized each profile to its total signal. This normalization was done to remove differences in DSB frequency and focus the clustering exercise on the spatial distribution rather than signal strength. The collection of S1-seq profiles from each dataset (*fun30*Δ single mutant or *fun30*Δ *exo1-nd* double mutant) was then clustered into three groups using the kmeanspp function in the LICORS package in R (https://CRAN.R-project.org/package=LICORS). For each group, the average of the resection profiles was overlayed with the averaged nucleosome data for the corresponding genomic locations (Pan et al. 2011).

#### TetFit.

We estimated the frequencies of MI nondisjunction death and random spore death based on finding the best-fit distribution of tetrads with 4, 3, 2, 1 and 0 viable spores to an observed distribution using the R algorithm TetFit (Chu and Burgess 2016) with the default parameters ndint = 500, rsdint = 500, chr = 16, anid = 0.035, ndm = 10, minrsd = 0.0, maxrsd = 0.8, minnd = 0.0, maxnd = 0.017.

## Supplementary Material

Supplement 1

## Figures and Tables

**Figure 1:**
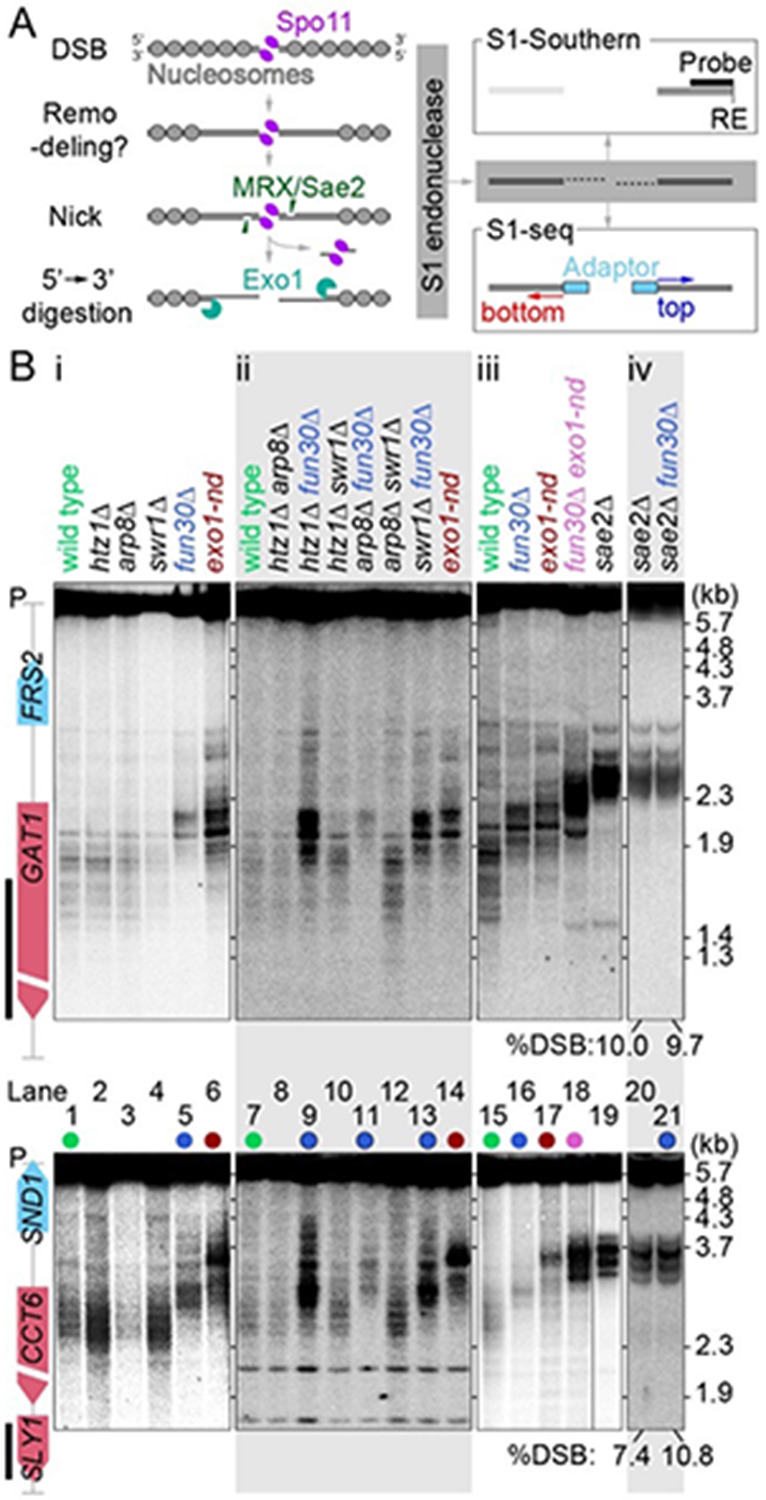
Testing chromatin remodeler mutants for shortened meiotic resection (A) Left, overview of meiotic DSB formation and resection within the context of local chromatin structure. Right, schematic of S1-Southern blotting and S1-seq methods. RE: restriction enzyme. (B) Resection endpoint distributions detected by S1-Southern blotting at the *GAT1* (top) and *CCT6* (bottom) hotspots in the indicated mutants. All samples were collected at 4 h in meiosis. Vertical black lines to the left of the gene maps indicate probe positions. P, parental length restriction fragments.

**Figure 2:**
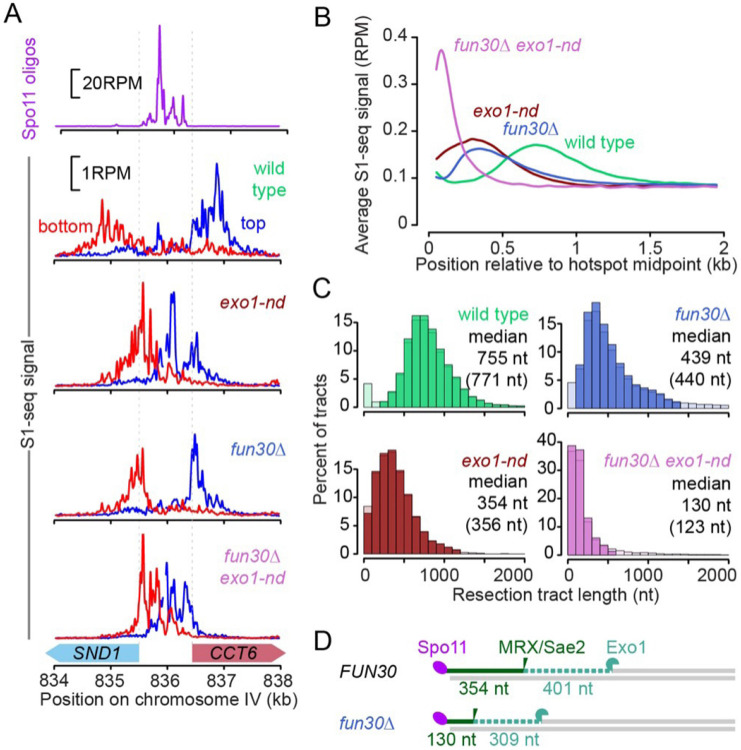
The meiotic resection landscape in *fun30*Δ mutants (A) S1-seq signals around the *CCT6* hotspot in reads per million mapped (RPM). Reads mapping to the top strand are shown in blue; bottom strand reads are in red. All S1-seq samples were collected at 4 h in meiosis. Spo11-oligo data are from (Pan et al. 2011). (B) Genome average of S1-seq signal around 3908 hotspots. Bottom strand reads were reoriented and combined with the top strand to calculate the average. Data were smoothed with a 100-bp Hann window. (C) Histograms of resection tract lengths calculated for “loner” hotspots that had no other hotspot within 3 kb (n = 405). Lighter colored bars indicate tracks that were omitted to calculate the censored median estimates shown in parentheses. Censoring had little effect, indicating that the measurements are not strongly influenced by outliers. (D) Schematic comparing *FUN30* and *fun30*Δ for the distance to the most distal MRX/Sae2 nicking positions (as measured in *exo1-nd* mutants) and the inferred lengths of Exo1 digestion.

**Figure 3:**
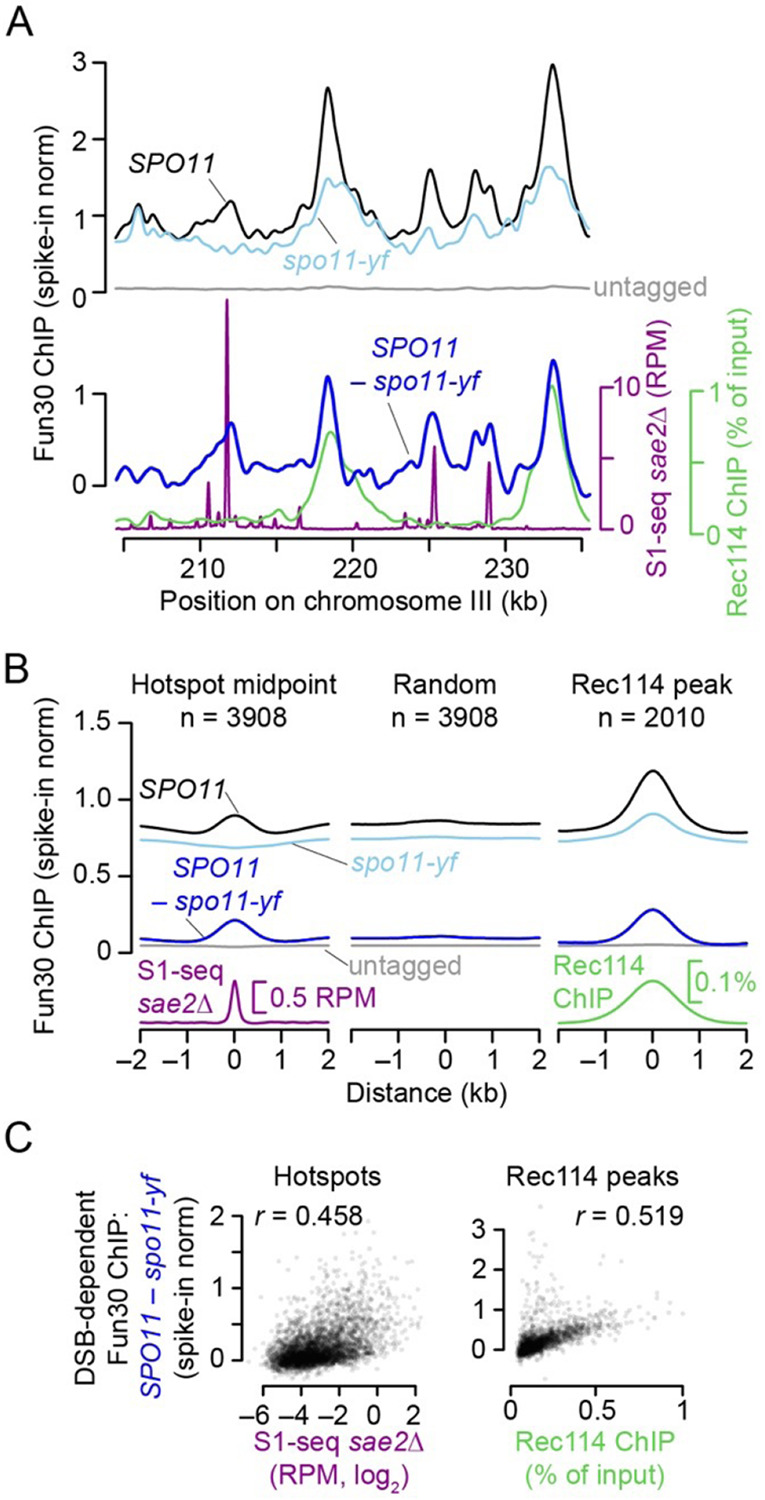
DSB-dependent recruitment of Fun30 to chromatin (A–C) Fun30-myc ChIP-seq samples were collected at 4 h in meiosis. The DSB map (S1-seq in a *sae2*Δ mutant) is the same dataset shown in Figures S1A,B as *sae2*Δ #2. The Rec114-myc ChIP-seq sample collected at 4 h in meiosis is from a previous study (Murakami and Keeney 2014). Fun30 ChIP-seq datasets were normalized using a spike-in control. All data were smoothed using a 1 kb Parzen (triangular) sliding window. (A) Fun30 ChIP-seq signals across a representative region of chromosome III. The upper graph shows the normalized ChIP-seq coverage profiles for wild type, the DSB-defective *spo11-yf* mutant, or a wild-type strain carrying untagged Fun30. The lower graph shows the DSB-dependent component of the Fun30 ChIP-seq signal, obtained by subtracting the normalized values from the *spo11-yf* strain from the values from the tagged wild-type strain. DSBs and Rec114 ChIP-seq profiles are shown for comparison. (B) Average Fun30 ChIP-seq signals around previously defined DSB hotspots (Mohibullah and Keeney 2017) and Rec114 peaks (Murakami and Keeney 2014). Profiles around a set of random genomic positions are shown for comparison. (C) Correlations (Pearson’s *r*) between the DSB-dependent Fun30 ChIP-seq signals (summed in 1-kb windows) and both DSBs (left graph) or Rec114 ChIP-seq (right graph).

**Figure 4:**
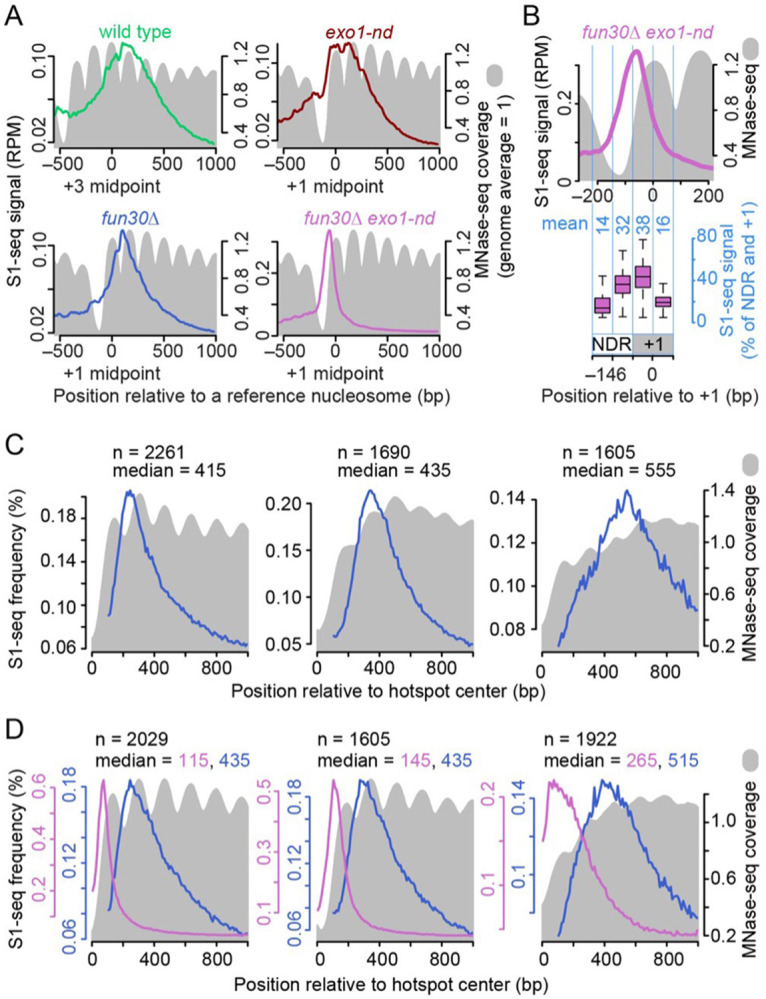
S1-seq distribution relative to nucleosomes (A) Average S1-seq resection signal (colored lines; 41-bp smoothed) and MNase-seq (gray filled; 0 h in meiosis (Pan et al. 2011)) centered on midpoints of +3 or +1 nucleosomes with no other hotspots ≤3 kb downstream (n = 1815 for +3 nucleosomes and 1832 for +1 nucleosomes). (B) Tighter view of the *exo1-nd fun30*Δ resection profile from panel A. The boxplot below shows that substantial S1-seq signals overlap with the MNase signals within the +1 nucleosome. The total S1-seq reads in the +1 nucleosome (−73 to +73 bp relative to the midpoint) and NDR (−219 to −74) regions were taken as 100%, and the percentages of S1-seq in the four regions are shown in light blue numerals. Boxplots are shown as in Figure S2C. (C,D) Resection tract lengths in the absence of Fun30 reflect basal nucleosome occupancy. Hotspots were grouped according to resection patterns using k-means clustering applied to spatial distributions of S1-seq signals in *fun30*Δ (panel C) or *fun30*Δ *exo1-nd* (panel D). We used hotspots that were separated from their nearest neighboring hotspot by >1 kb and considered each side of each hotspot separately (2778 hotspots and 5556 hotspot sides). The S1-seq and premeiotic (t = 0 h) MNase-seq maps were averaged within each cluster and plotted as a function of distance from the hotspot midpoint. The number of hotspot sides in each cluster (n) and median resection lengths are indicated.

**Figure 5:**
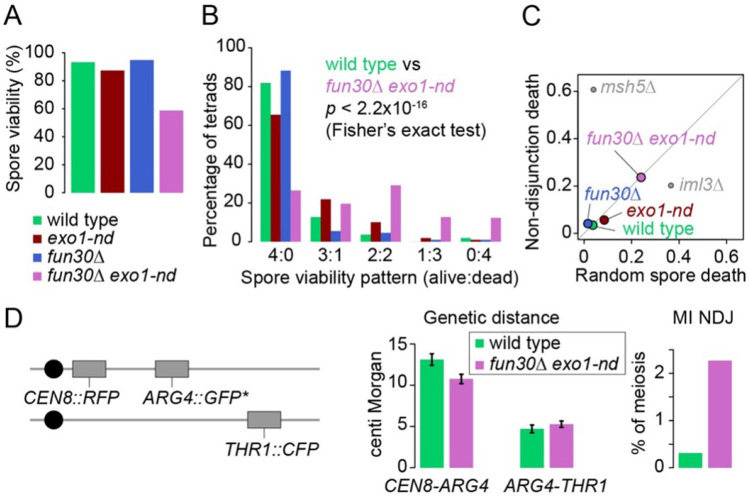
Decreased spore viability and recombination defects in *fun30*Δ *exo1-nd* (A) Spore viability of the indicated strains (n = 110 tetrads for each genotype). (B) Spore viability patterns for the tetrads shown in panel A. (C) Estimates of contributions from random spore death and MI non-disjunction to total spore death. Tetrad dissection data from panel B were subjected to the TetFit algorithm (Chu and Burgess 2016; Chu et al. 2017). Data from *iml3*Δ and *msh5*Δ (Chu and Burgess 2016) are shown for comparison. (D) Parental configuration of spore-autonomous fluorescent markers (left) (Thacker et al. 2011) used to measure genetic distance (middle; error bars indicate standard errors) and MI non-disjunction (NDJ) frequency (right).

**Figure 6:**
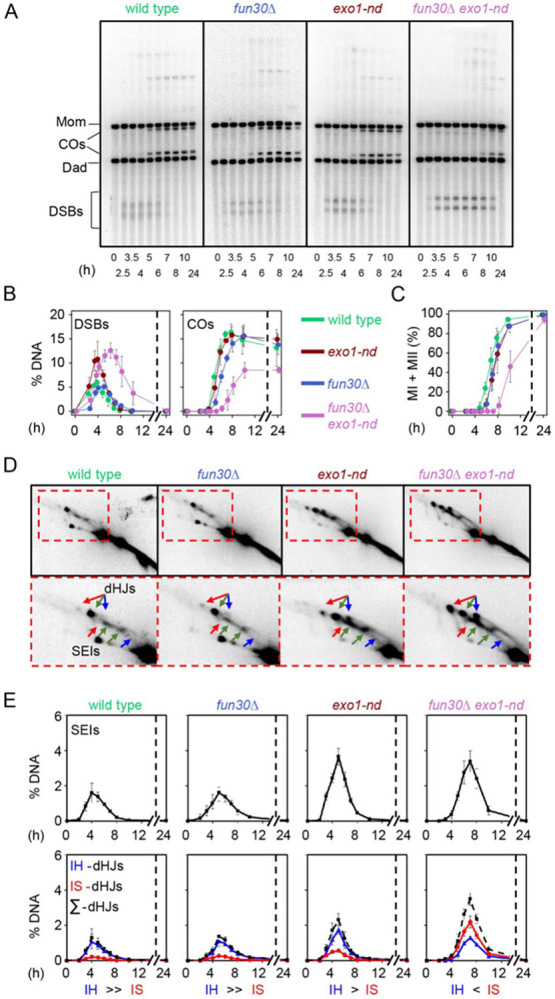
Diminished interhomolog bias at *HIS4LEU2* in *fun30*Δ *exo1-nd* mutants. (A) One-dimensional (1D) gel analysis of DSBs and crossovers (COs) at the *HIS4LEU2* hotspot. (B) Quantification of DSBs and crossovers from 1D gel analysis. DSB and crossover levels are shown as a percentage of total hybridization signal per lane. (C) Meiotic division time courses. The graph shows the percentage of cells that have completed one or both divisions. (D) Representative two-dimensional (2D) gels of SEIs and dHJs at *HIS4LEU2.* Arrows indicate interhomolog joint molecules (green) or Mom-Mom (red) and Dad-Dad (blue) intersister molecules (color coding as in Figure S4A). (D) Quantification of SEIs and dHJs from 2D gel analyses. In all graphs, the data are the mean ± SD for three-independent meiotic cultures.

**Figure 7.**
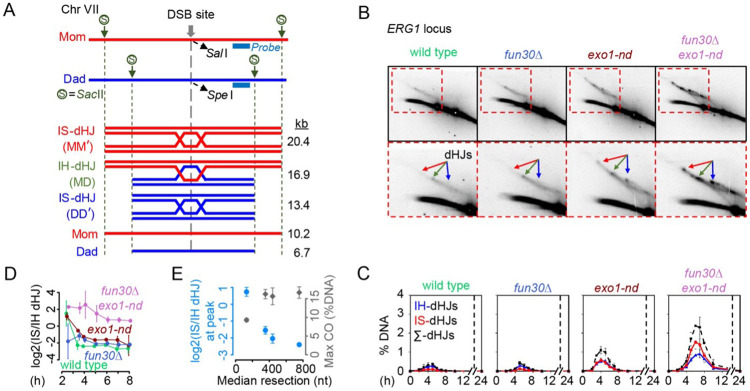
Interhomolog bias at the *ERG1* hotspot (A) Physical map of the *ERG1* hotspot on chromosome VII showing diagnostic SacII restriction enzyme sites and the position of the Southern blot probe. Parental chromosomes were distinguished by SacII restriction enzyme site polymorphisms. (B) Two-dimensional (2D) gel Southern blot analysis of SEIs and dHJs at *ERG1.* Arrows indicate interhomolog dHJs (green) and either Mom-Mom (red) or Dad-Dad (blue) intersister dHJs. (C) Quantification of dHJs from 2D gel analysis. The data are the mean ± SD for three-independent meiotic cell cultures. (D) Progression of interhomolog bias at *HIS4LEU2* throughout meiotic prophase. The strength of interhomolog bias was estimated by calculating the log_2_-transformed ratio of IS-dHJ to IH-dHJ from the dataset in Figure 6E (mean ± SD of three biological replicates). Smaller values indicate stronger interhomolog bias. (E) Different impacts of shortening resection tract length on interhomolog bias and crossover formation. Blue points show the log_2_-transformed ratio of IS-dHJs to IH-dHJs calculated at the time point with maximal total dHJ signal for each individual replicate (wild type: 4, 5, 4 h; *fun30*Δ: 5, 6, 5 h; *exo1-nd*: 4, 5, 5 h; *fun30*Δ *exo1-nd*: 7, 7, 7 h). Gray points show the average of the maximum crossover frequency for each time course. Values were calculated from the datasets in Figures 6B,E. Error bars indicate mean ± SD.

## Data Availability

Raw and processed S1-seq and ChIP-seq sequence reads for new maps generated in this study Table S3) are deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo; accession no. GSE221033 and GSE221377).

## References

[R1] AdkinsNL, NiuHY, SungP, PetersonCL. 2013. Nucleosome dynamics regulates DNA processing. Nature Structural & Molecular Biology 20: 836-+.10.1038/nsmb.2585PMC371119423728291

[R2] AwadS, RyanD, ProchassonP, Owen-HughesT, HassanAH. 2010. The Snf2 Homolog Fun30 Acts as a Homodimeric ATP-dependent Chromatin-remodeling Enzyme. Journal of Biological Chemistry 285: 9477–9484.20075079 10.1074/jbc.M109.082149PMC2843198

[R3] BanteleSCS, PfanderB. 2019. Nucleosome Remodeling by Fun30(SMARCAD1) in the DNA Damage Response. Front Mol Biosci 6.10.3389/fmolb.2019.00078PMC673703331555662

[R4] BaudatF, NicolasA. 1997. Clustering of meiotic double-strand breaks on yeast chromosome III. Proc Natl Acad Sci U S A 94: 5213–5218.9144217 10.1073/pnas.94.10.5213PMC24658

[R5] BergeratA, de MassyB, GadelleD, VaroutasPC, NicolasA, ForterreP. 1997. An atypical topoisomerase II from Archaea with implications for meiotic recombination. Nature 386: 414–417.9121560 10.1038/386414a0

[R6] BlatY, KlecknerN. 1999. Cohesins bind to preferential sites along yeast chromosome III, with differential regulation along arms versus the centric region. Cell 98: 249–259.10428036 10.1016/s0092-8674(00)81019-3

[R7] BrownMS, BishopDK. 2014. DNA strand exchange and RecA homologs in meiosis. Cold Spring Harb Perspect Biol 7: a016659.25475089 10.1101/cshperspect.a016659PMC4292170

[R8] ByeonB, WangW, BarskiA, RanalloRT, BaoK, SchonesDE, ZhaoKJ, WuC, WuWH. 2013. The ATP-dependent Chromatin Remodeling Enzyme Fun30 Represses Transcription by Sliding Promoter-proximal Nucleosomes. Journal of Biological Chemistry 288: 23182–23193.23779104 10.1074/jbc.M113.471979PMC3743490

[R9] CannavoE, CejkaP. 2014. Sae2 promotes dsDNA endonuclease activity within Mre11-Rad50-Xrs2 to resect DNA breaks. Nature 514: 122-+.25231868 10.1038/nature13771

[R10] ChenX, CuiD, PapushaA, ZhangX, ChuCD, TangJ, ChenK, PanX, IraG. 2012. The Fun30 nucleosome remodeller promotes resection of DNA double-strand break ends. Nature 489: 576–580.22960743 10.1038/nature11355PMC3640768

[R11] ChenXF, NiuHY, YuY, WangJJ, ZhuSY, ZhouJJ, PapushaA, CuiDD, PanXW, KwonY 2016. Enrichment of Cdk1-cyclins at DNA double-strand breaks stimulates Fun30 phosphorylation and DNA end resection. Nucleic Acids Research 44: 2742–2753.26801641 10.1093/nar/gkv1544PMC4824098

[R12] ChuDB, BurgessSM. 2016. A Computational Approach to Estimating Nondisjunction Frequency in Saccharomyces cerevisiae. G3-Genes Genom Genet 6: 669–682.10.1534/g3.115.024380PMC477712926747203

[R13] ChuDB, GromovaT, NewmanTAC, BurgessSM. 2017. The Nucleoporin Nup2 Contains a Meiotic-Autonomous Region that Promotes the Dynamic Chromosome Events of Meiosis. Genetics 206: 1319–1337.28455351 10.1534/genetics.116.194555PMC5500133

[R14] Claeys BouuaertC, TischfieldSE, PuS, MimitouEP, Arias-PalomoE, BergerJM, KeeneyS. 2021. Structural and functional characterization of the Spo11 core complex. Nat Struct Mol Biol 28: 92–102.33398171 10.1038/s41594-020-00534-wPMC7855791

[R15] CloudV, ChanYL, GrubbJ, BudkeB, BishopDK. 2012. Rad51 is an accessory factor for Dmc1-mediated joint molecule formation during meiosis. Science 337: 1222–1225.22955832 10.1126/science.1219379PMC4056682

[R16] CostelloeT, LougeR, TomimatsuN, MukherjeeB, MartiniE, KhadarooB, DuboisK, WiegantWW, ThierryA, BurmaS 2012. The yeast Fun30 and human SMARCAD1 chromatin remodellers promote DNA end resection. Nature 489: 581-+.22960744 10.1038/nature11353PMC3493121

[R17] de JongeWJ, BrokM, KemmerenP, HolstegeFCP. 2020. An Optimized Chromatin Immunoprecipitation Protocol for Quantification of Protein-DNA Interactions. STAR Protoc 1: 100020.32685929 10.1016/j.xpro.2020.100020PMC7357673

[R18] Durand-DubiefM, WillWR, PetriniE, TheodorouD, HarrisRR, CrawfordMR, PaszkiewiczK, KruegerF, CorreraRM, VetterAT 2012. SWI/SNF-like chromatin remodeling factor Fun30 supports point centromere function in S. cerevisiae. PLoS Genet 8: e1002974.23028372 10.1371/journal.pgen.1002974PMC3459985

[R19] EapenVV, SugawaraN, TsabarM, WuWH, HaberJE. 2012. The Saccharomyces cerevisiae Chromatin Remodeler Fun30 Regulates DNA End Resection and Checkpoint Deactivation. Molecular and Cellular Biology 32: 4727–4740.23007155 10.1128/MCB.00566-12PMC3486187

[R20] FowlerFC, ChenBR, ZolnerowichN, WuW, PavaniR, PaianoJ, PeartC, ChenZ, NussenzweigA, SleckmanBP 2022. DNA-PK promotes DNA end resection at DNA double strand breaks in G(0) cells. Elife 11.10.7554/eLife.74700PMC912249435575473

[R21] GarciaV, PhelpsSE, GrayS, NealeMJ. 2011. Bidirectional resection of DNA double-strand breaks by Mre11 and Exo1. Nature 479: 241–244.22002605 10.1038/nature10515PMC3214165

[R22] GietzRD, SchiestlRH. 2007. Large-scale high-efficiency yeast transformation using the LiAc/SS carrier DNA/PEG method. Nat Protoc 2: 38–41.17401336 10.1038/nprot.2007.15

[R23] GnuggeR, ReginatoG, CejkaP, SymingtonLS. 2023. Sequence and chromatin features guide DNA double-strand break resection initiation. Mol Cell 83: 1237–1250 e1215.36917982 10.1016/j.molcel.2023.02.010PMC10131398

[R24] GospodinovA, VaissiereT, KrastevDB, LegubeG, AnachkovaB, HercegZ. 2011. Mammalian Ino80 Mediates Double-Strand Break Repair through Its Role in DNA End Strand Resection. Molecular and Cellular Biology 31: 4735–4745.21947284 10.1128/MCB.06182-11PMC3232918

[R25] HollingsworthNM, GaglioneR. 2019. The meiotic-specific Mek1 kinase in budding yeast regulates interhomolog recombination and coordinates meiotic progression with double-strand break repair. Curr Genet 65: 631–641.30671596 10.1007/s00294-019-00937-3PMC6511291

[R26] HongS, JooJH, YunH, KlecknerN, KimKP. 2019. Recruitment of Rec8, Pds5 and Rad61/Wapl to meiotic homolog pairing, recombination, axis formation and S-phase. Nucleic Acids Res 47: 11691–11708.31617566 10.1093/nar/gkz903PMC7145551

[R27] HongS, SungY, YuM, LeeM, KlecknerN, KimKP. 2013. The logic and mechanism of homologous recombination partner choice. Mol Cell 51: 440–453.23973374 10.1016/j.molcel.2013.08.008PMC4049084

[R28] HuB, PetelaN, KurzeA, ChanKL, ChapardC, NasmythK. 2015. Biological chromodynamics: a general method for measuring protein occupancy across the genome by calibrating ChIP-seq. Nucleic Acids Research 43.10.1093/nar/gkv670PMC478774826130708

[R29] HuaSB, QiuM, ChanE, ZhuL, LuoY. 1997. Minimum length of sequence homology required for in vivo cloning by homologous recombination in yeast. Plasmid 38: 91–96.9339466 10.1006/plas.1997.1305

[R30] HunterN. 2015. Meiotic Recombination: The Essence of Heredity. Cold Spring Harb Perspect Biol 7.10.1101/cshperspect.a016618PMC466507826511629

[R31] HunterN, KlecknerN. 2001. The single-end invasion: an asymmetric intermediate at the double-strand break to double-holliday junction transition of meiotic recombination. Cell 106: 59–70.11461702 10.1016/s0092-8674(01)00430-5

[R32] InaiT, YukawaM, TsuchiyaE. 2007. Interplay between chromatin and trans-acting factors on the IME2 promoter upon induction of the gene at the onset of meiosis. Mol Cell Biol 27: 1254–1263.17158929 10.1128/MCB.01661-06PMC1800723

[R33] InbarO, LiefshitzB, BitanG, KupiecM. 2000. The relationship between homology length and crossing over during the repair of a broken chromosome. J Biol Chem 275: 30833–30838.10924495 10.1074/jbc.C000133200

[R34] IraG, HaberJE. 2002. Characterization of RAD51-independent break-induced replication that acts preferentially with short homologous sequences. Mol Cell Biol 22: 6384–6392.12192038 10.1128/MCB.22.18.6384-6392.2002PMC135638

[R35] JansenA, VerstrepenKJ. 2011. Nucleosome positioning in Saccharomyces cerevisiae. Microbiol Mol Biol Rev 75: 301–320.21646431 10.1128/MMBR.00046-10PMC3122627

[R36] Jinks-RobertsonS, MichelitchM, RamcharanS. 1993. Substrate length requirements for efficient mitotic recombination in Saccharomyces cerevisiae. Mol Cell Biol 13: 3937–3950.8321201 10.1128/mcb.13.7.3937-3950.1993PMC359934

[R37] JohnsonD, CrawfordM, CooperT, Claeys BouuaertC, KeeneyS, LlorenteB, GarciaV, NealeMJ. 2021. Concerted cutting by Spo11 illuminates meiotic DNA break mechanics. Nature 594: 572–576.34108687 10.1038/s41586-021-03389-3PMC7611867

[R38] JoshiN, BrownMS, BishopDK, BornerGV. 2015. Gradual implementation of the meiotic recombination program via checkpoint pathways controlled by global DSB levels. Mol Cell 57: 797–811.25661491 10.1016/j.molcel.2014.12.027PMC4392720

[R39] KaneSM, RothR. 1974. Carbohydrate metabolism during ascospore development in yeast. J Bacteriol 118: 8–14.4595206 10.1128/jb.118.1.8-14.1974PMC246633

[R40] KarlLA, PeritoreM, GalantiL, PfanderB. 2021. DNA Double Strand Break Repair and Its Control by Nucleosome Remodeling. Front Genet 12: 821543.35096025 10.3389/fgene.2021.821543PMC8790285

[R41] KeeneyS, GirouxCN, KlecknerN. 1997. Meiosis-specific DNA double-strand breaks are catalyzed by Spo11, a member of a widely conserved protein family. Cell 88: 375–384.9039264 10.1016/s0092-8674(00)81876-0

[R42] KimKP, WeinerBM, ZhangL, JordanA, DekkerJ, KlecknerN. 2010. Sister cohesion and structural axis components mediate homolog bias of meiotic recombination. Cell 143: 924–937.21145459 10.1016/j.cell.2010.11.015PMC3033573

[R43] KlecknerN. 1996. Meiosis: how could it work? Proc Natl Acad Sci U S A 93: 8167–8174.8710842 10.1073/pnas.93.16.8167PMC38641

[R44] -. 2006. Chiasma formation: chromatin/axis interplay and the role(s) of the synaptonemal complex. Chromosoma 115: 175–194.16555016 10.1007/s00412-006-0055-7

[R45] KleinF, MahrP, GalovaM, BuonomoSB, MichaelisC, NairzK, NasmythK. 1999. A central role for cohesins in sister chromatid cohesion, formation of axial elements, and recombination during yeast meiosis. Cell 98: 91–103.10412984 10.1016/S0092-8674(00)80609-1

[R46] KniewelR, MurakamiH, LiuY, ItoM, OhtaK, HollingsworthNM, KeeneyS. 2017. Histone H3 Threonine 11 Phosphorylation Is Catalyzed Directly by the Meiosis-Specific Kinase Mek1 and Provides a Molecular Readout of Mek1 Activity in Vivo. Genetics 207: 1313–1333.28986445 10.1534/genetics.117.300359PMC5714450

[R47] LademannCA, RenkawitzJ, PfanderB, JentschS. 2017. The INO80 Complex Removes H2A.Z to Promote Presynaptic Filament Formation during Homologous Recombination. Cell Rep 19: 1294–1303.28514650 10.1016/j.celrep.2017.04.051

[R48] LangeJ, PanJ, ColeF, ThelenMP, JasinM, KeeneyS. 2011. ATM controls meiotic double-strand-break formation. Nature 479: 237–240.22002603 10.1038/nature10508PMC3213282

[R49] LaoJP, CloudV, HuangCC, GrubbJ, ThackerD, LeeCY, DresserME, HunterN, BishopDK. 2013. Meiotic crossover control by concerted action of Rad51-Dmc1 in homolog template bias and robust homeostatic regulation. PLoS Genet 9: e1003978.24367271 10.1371/journal.pgen.1003978PMC3868528

[R50] LongtineMS, McKenzieA, DemariniDJ, ShahNG, WachA, BrachatA, PhilippsenP, PringleJR. 1998. Additional modules for versatile and economical PCR-based gene deletion and modification in Saccharomyces cerevisiae. Yeast 14: 953–961.9717241 10.1002/(SICI)1097-0061(199807)14:10<953::AID-YEA293>3.0.CO;2-U

[R51] ManivasakamP, WeberSC, McelverJ, SchiestlRH. 1995. Micro-Homology Mediated Pcr Targeting in Saccharomyces-Cerevisiae. Nucleic Acids Res 23: 2799–2800.7651842 10.1093/nar/23.14.2799PMC307107

[R52] MarkertJ, ZhouK, LugerK. 2021. SMARCAD1 is an ATP-dependent histone octamer exchange factor with de novo nucleosome assembly activity. Sci Adv 7: eabk2380.34652950 10.1126/sciadv.abk2380PMC8519567

[R53] MartiniE, DiazRL, HunterN, KeeneyS. 2006. Crossover homeostasis in yeast meiosis. Cell 126: 285–295.16873061 10.1016/j.cell.2006.05.044PMC1949389

[R54] MimitouEP, KeeneyS. 2018. S1-seq Assay for Mapping Processed DNA Ends. Method Enzymol 601: 309–330.10.1016/bs.mie.2017.11.031PMC589182329523237

[R55] MimitouEP, SymingtonLS. 2009. DNA end resection: Many nucleases make light work. DNA Repair 8: 983–995.19473888 10.1016/j.dnarep.2009.04.017PMC2760233

[R56] MimitouEP, YamadaS, KeeneyS. 2017. A global view of meiotic double-strand break end resection. Science 355: 40-+.28059759 10.1126/science.aak9704PMC5234563

[R57] MohibullahN, KeeneyS. 2017. Numerical and spatial patterning of yeast meiotic DNA breaks by Tel1. Genome Res 27: 278–288.27923845 10.1101/gr.213587.116PMC5287233

[R58] MorrisonAJ, HighlandJ, KroganNJ, Arbel-EdenA, GreenblattJF, HaberJE, ShenXT. 2004. INO80 and gamma-H2AX interaction links ATP-dependent chromatin remodeling to DNA damage repair. Cell 119: 767–775.15607974 10.1016/j.cell.2004.11.037

[R59] MurakamiH, KeeneyS. 2014. Temporospatial Coordination of Meiotic DNA Replication and Recombination via DDK Recruitment to Replisomes. Cell 158: 861–873.25126790 10.1016/j.cell.2014.06.028PMC4141489

[R60] MurakamiH, LamI, HuangPC, SongJ, van OverbeekM, KeeneyS. 2020. Multilayered mechanisms ensure that short chromosomes recombine in meiosis. Nature 582: 124–128.32494071 10.1038/s41586-020-2248-2PMC7298877

[R61] MylerLR, FinkelsteinIJ. 2017. Eukaryotic resectosomes: A single-molecule perspective. Prog Biophys Mol Biol 127: 119–129.27498169 10.1016/j.pbiomolbio.2016.08.001PMC5290259

[R62] MylerLR, GallardoIF, ZhouY, GongF, YangSH, WoldMS, MillerKM, PaullTT, FinkelsteinIJ. 2016. Single-molecule imaging reveals the mechanism of Exo1 regulation by single-stranded DNA binding proteins. Proc Natl Acad Sci U S A 113: E1170–1179.26884156 10.1073/pnas.1516674113PMC4780606

[R63] NealeMJ, PanJ, KeeneyS. 2005. Endonucleolytic processing of covalent protein-linked DNA double-strand breaks. Nature 436: 1053–1057.16107854 10.1038/nature03872PMC1262668

[R64] Neves-CostaA, WillWR, VetterAT, MillerJR, Varga-WeiszP. 2009. The SNF2-Family Member Fun30 Promotes Gene Silencing in Heterochromatic Loci. Plos One 4.10.1371/journal.pone.0008111PMC278032919956593

[R65] OhSD, JessopL, LaoJP, AllersT, LichtenM, HunterN. 2009. Stabilization and Electrophoretic Analysis of Meiotic Recombination Intermediates in Saccharomyces cerevisiae. Meiosis, Vol 1: Molecular and Genetic Methods 557: 209–234.10.1007/978-1-59745-527-5_1419799185

[R66] OhtaK, ShibataT, NicolasA. 1994. Changes in chromatin structure at recombination initiation sites during yeast meiosis. EMBO J 13: 5754–5763.7988571 10.1002/j.1460-2075.1994.tb06913.xPMC395541

[R67] PanJ, SasakiM, KniewelR, MurakamiH, BlitzblauHG, TischfieldSE, ZhuX, NealeMJ, JasinM, SocciND 2011. A hierarchical combination of factors shapes the genome-wide topography of yeast meiotic recombination initiation. Cell 144: 719–731.21376234 10.1016/j.cell.2011.02.009PMC3063416

[R68] PanizzaS, MendozaMA, BerlingerM, HuangL, NicolasA, ShirahigeK, KleinF. 2011. Spo11-accessory proteins link double-strand break sites to the chromosome axis in early meiotic recombination. Cell 146: 372–383.21816273 10.1016/j.cell.2011.07.003

[R69] Papamichos-ChronakisM, KrebsJE, PetersonCL. 2006. Interplay between Ino80 and Swr1 chromatin remodeling enzymes regulates cell cycle checkpoint adaptation in response to DNA damage. Genes & Development 20: 2437–2449.16951256 10.1101/gad.1440206PMC1560417

[R70] PchelintsevNA, AdamsPD, NelsonDM. 2016. Critical Parameters for Efficient Sonication and Improved Chromatin Immunoprecipitation of High Molecular Weight Proteins. PLoS One 11: e0148023.26821228 10.1371/journal.pone.0148023PMC4731078

[R71] PeritoreM, ReusswigKU, BanteleSCS, StraubT, PfanderB. 2021. Strand-specific ChIP-seq at DNA breaks distinguishes ssDNA versus dsDNA binding and refutes single-stranded nucleosomes. Mol Cell 81: 1841–1853 e1844.33651987 10.1016/j.molcel.2021.02.005

[R72] PrielerS, ChenD, HuangL, MayrhoferE, ZsoterS, VeselyM, MbogningJ, KleinF. 2021. Spo11 generates gaps through concerted cuts at sites of topological stress. Nature 594: 577–582.34108684 10.1038/s41586-021-03632-x

[R73] SchwachaA, KlecknerN. 1997. Interhomolog bias during meiotic recombination: meiotic functions promote a highly differentiated interhomolog-only pathway. Cell 90: 1123–1135.9323140 10.1016/s0092-8674(00)80378-5

[R74] SmithAV, RoederGS. 1997. The yeast Red1 protein localizes to the cores of meiotic chromosomes. Journal of Cell Biology.10.1083/jcb.136.5.957PMC21324809060462

[R75] ThackerD, LamI, KnopM, KeeneyS. 2011. Exploiting spore-autonomous fluorescent protein expression to quantify meiotic chromosome behaviors in Saccharomyces cerevisiae. Genetics 189: 423–439.21840861 10.1534/genetics.111.131326PMC3189805

[R76] TranPT, ErdenizN, DudleyS, LiskayRM. 2002. Characterization of nuclease-dependent functions of Exo1p in Saccharomyces cerevisiae. DNA Repair (Amst) 1: 895–912.12531018 10.1016/s1568-7864(02)00114-3

[R77] TsukudaT, FlemingAB, NickoloffJA, OsleyMA. 2005. Chromatin remodelling at a DNA double-strand break site in Saccharomyces cerevisiae. Nature 438: 379–383.16292314 10.1038/nature04148PMC1388271

[R78] Vale-SilvaLA, MarkowitzTE, HochwagenA. 2019. SNP-ChIP: a versatile and tag-free method to quantify changes in protein binding across the genome. BMC Genomics 20: 54.30654749 10.1186/s12864-018-5368-4PMC6337847

[R79] van AttikumH, FritschO, GasserSM. 2007. Distinct roles for SWR1 and INO80 chromatin remodeling complexes at chromosomal double-strand breaks. Embo Journal 26: 4113–4125.17762868 10.1038/sj.emboj.7601835PMC2230671

[R80] van AttikumH, FritschO, HohnB, GasserSM. 2004. Recruitment of the INO80 complex by H2A phosphorylation links ATP-dependent chromatin remodeling with DNA double-strand break repair. Cell 119: 777–788.15607975 10.1016/j.cell.2004.11.033

[R81] WangWB, DaleyJM, KwonY, KrasnerDS, SungP. 2017. Plasticity of the Mre11-Rad50-Xrs2-Sae2 nuclease ensemble in the processing of DNA-bound obstacles. Genes & Development 31: 2331–2336.29321177 10.1101/gad.307900.117PMC5795780

[R82] WuTC, LichtenM. 1994. Meiosis-induced double-strand break sites determined by yeast chromatin structure. Science 263: 515–518.8290959 10.1126/science.8290959

[R83] YamadaS, HinchAG, KamidoH, ZhangY, EdelmannW, KeeneyS. 2020. Molecular structures and mechanisms of DNA break processing in mouse meiosis. Genes Dev 34: 806–818.32354835 10.1101/gad.336032.119PMC7263140

[R84] YoonSW, LeeMS, XaverM, ZhangL, HongSG, KongYJ, ChoHR, KlecknerN, KimKP. 2016. Meiotic prophase roles of Rec8 in crossover recombination and chromosome structure. Nucleic Acids Res 44: 9296–9314.27484478 10.1093/nar/gkw682PMC5100558

[R85] ZakharyevichK, MaY, TangS, HwangPYH, BoiteuxS, HunterN. 2010. Temporally and Biochemically Distinct Activities of Exo1 during Meiosis: Double-Strand Break Resection and Resolution of Double Holliday Junctions. Molecular Cell 40.10.1016/j.molcel.2010.11.032PMC306144721172664

[R86] ZhangL, MaH, PughBF. 2011. Stable and dynamic nucleosome states during a meiotic developmental process. Genome Res 21: 875–884.21515815 10.1101/gr.117465.110PMC3106320

[R87] ZicklerD, KlecknerN. 1999. Meiotic chromosomes: Integrating structure and function. Annual Review of Genetics 33: 603–754.10.1146/annurev.genet.33.1.60310690419

[R88] ZouL, ElledgeSJ. 2003. Sensing DNA damage through ATRIP recognition of RPA-ssDNA complexes. Science 300: 1542–1548.12791985 10.1126/science.1083430

# Supplementary material for: Meiotic DNA break resection and recombination rely on chromatin remodeler Fun30
**Source:** bioRxiv. 2024 Apr 18:2024.04.17.589955. Preprint. [Version 1] doi: 10.1101/2024.04.17.589955
**Supplement:** Supplement 1

Supplementary Information for:

Meiotic DNA break resection and recombination rely on chromatin remodeler Fun30

Pei-Ching Huang, Soogil Hong, Eleni P. Mimitou, Keun P. Kim, Hajime Murakami, and Scott Keeney

This pdf contains:

Supplementary Figures 1–7
Supplementary Tables 1 and 2.

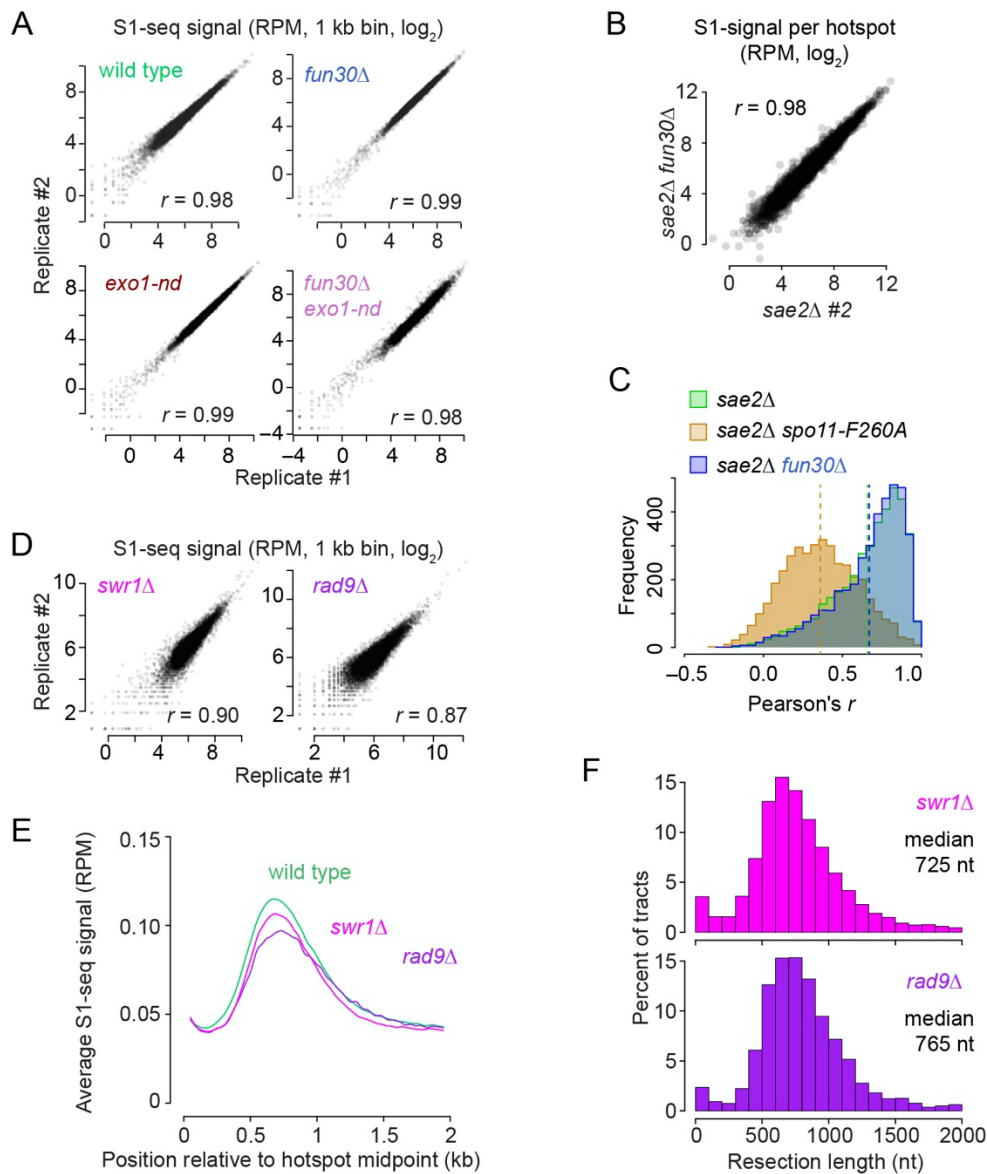

Figure S1. S1-seq reproducibility and S1-seq in *swr1Δ* and *rad9Δ*

(A) Reproducibility of S1-seq between two biological replicates of each genotype. Each point is the log₂-transformed read count in a 1-kb segment of the genome.

(B) Preservation of hotspot heats in *fun30Δ*. Each dot represents the sum of the S1-seq signal at a given hotspot in a *sae2Δ* background ($n = 3908$). S1-seq library preparation was previously shown to quantitatively capture the unresected DSBs that accumulate in *sae2Δ* mutants (Mimitou et al. 2017; Mimitou and Keeney 2018).

(C) Preservation of fine-scale DSB distributions within hotspots in *fun30Δ*. For each of 3908 DSB hotspots, we computed the correlation coefficient (Pearson's r) comparing the S1-seq spatial distribution between the indicated pairs of datasets, then plotted the distributions of the 3908 correlation coefficients. The vertical dashed lines indicate the mean r value for each comparison. We compared two biological replicates of *sae2Δ* to show the intrinsic variability in this measurement (mean $r = 0.66$) and we compared *sae2Δ* to *sae2Δ spo11-F260A* (Claeys Bouuaert et al. 2021) as an example of what happens in a mutant with altered DSB distributions (mean $r = 0.36$). Comparison of *sae2Δ* with *fun30Δ sae2Δ* gave a distribution of correlation coefficients indistinguishable from the comparison of *sae2Δ* replicates (mean $r = 0.67$), indicating that the *fun30Δ* mutation has little or no measurable effect on local DSB distributions within hotspots.

(D) Reproducibility of *swr1Δ* and *rad9Δ* S1-seq biological replicates.

(E) Average S1-seq distribution around hotspots in *swr1Δ* and *rad9Δ*.

(F) Distribution of resection tract lengths in *swr1Δ* and *rad9Δ* as in **Figure 2C**.

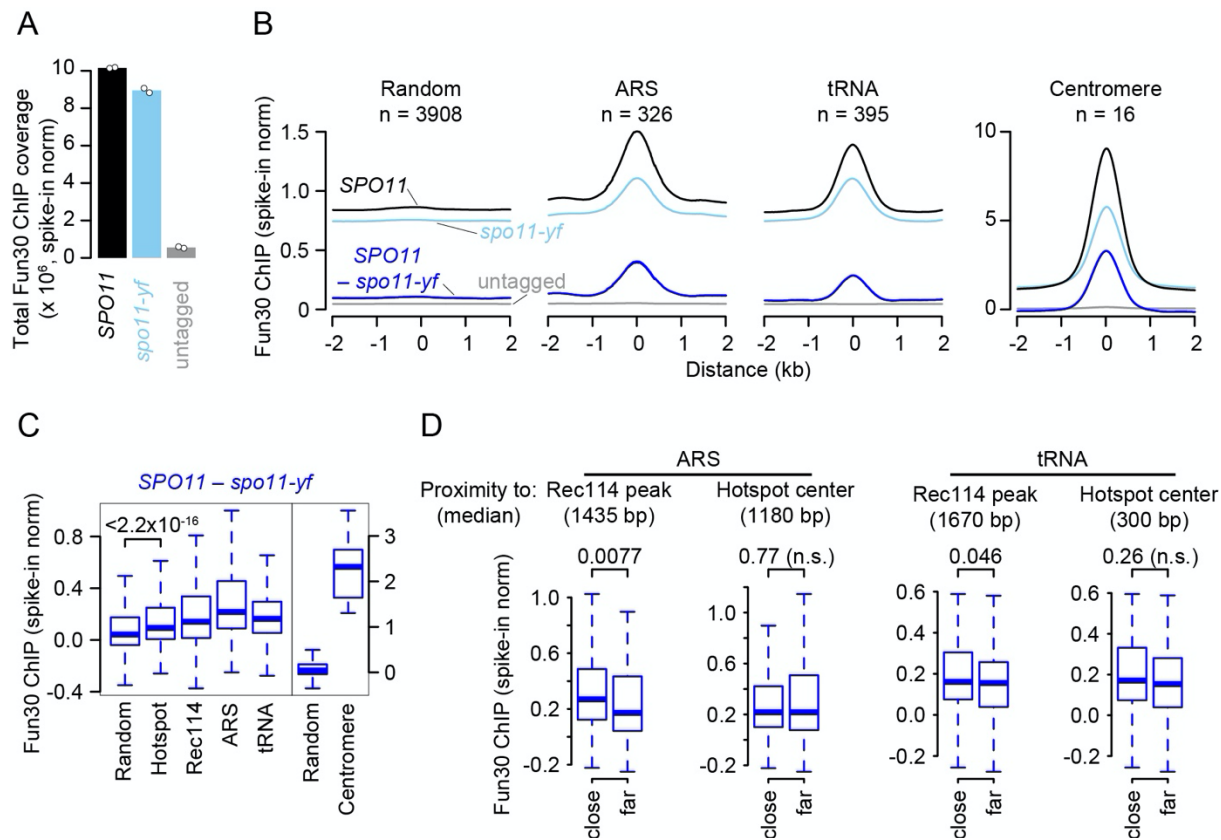

Figure S2. DSB-dependent Fun30 enrichment

(A) Total Fun30 ChIP-seq coverage normalized to the spike-in control. Bars are the means from two biological replicates; open circles show the individual values for each replicate.

(B) Average Fun30 ChIP-seq signals around ARS, tRNA, and centromere. The random sites here and in panel C are the same as in **Figure 3B**.

(C) DSB-dependent Fun30 enrichment. Box plots summarize the distributions across all of the indicated elements from panel B and **Figure 3B** for Fun30 ChIP-seq signal summed in 1-kb windows. Note the different y-axis scales for left and right parts of the plot. In all box plots, thick horizontal bars denote medians, box edges mark the upper and lower quartiles, and whiskers indicate values within 1.5-fold of the interquartile range. Outliers are not shown. Here and in panel D, numbers above brackets indicate *P* values of two-sided Wilcoxon tests.

(D) ARS and tRNAs that are closer to Rec114 binding sites tend to exhibit higher DSB-dependent Fun30 ChIP-seq signals. The ARS and tRNA regions from panels B and C were subdivided into two groups based on the distance to the nearest Rec114 peak or hotspot center: “close” indicates elements less than the median distance away and “far” indicates the rest. Proximity to Rec114 peaks was associated with a significantly higher DSB-dependent Fun30 ChIP-seq signal, whereas proximity to hotspots showed no such pattern. These results suggest that at least some of the DSB-dependent recruitment of Fun30 to ARS or tRNA genes is a consequence of fortuitous proximity or overlap of (some of) these elements with Rec114 ChIP peaks.

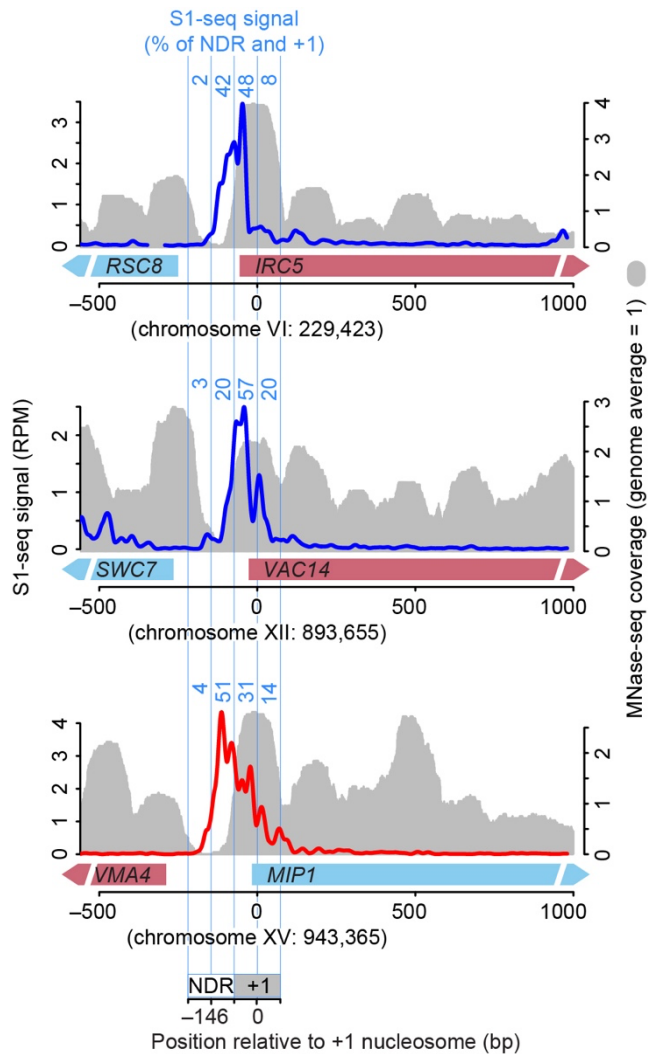

Figure S3. MRX/Sae2 nicks within the +1 nucleosome

Examples of resection endpoint distributions in *exo1-nd fun30Δ* at three representative loci that contributed to the average shown in **Figure 4B**. S1-seq signals (41-bp smoothed) from the top (blue) or bottom (red) strand are shown, dependent on the orientation of the gene where the +1 nucleosome is located. Numbers in light blue indicate the percentages of S1-seq signal in the four windows spanning the +1 nucleosome and NDR (see legend to **Figure 4B**).

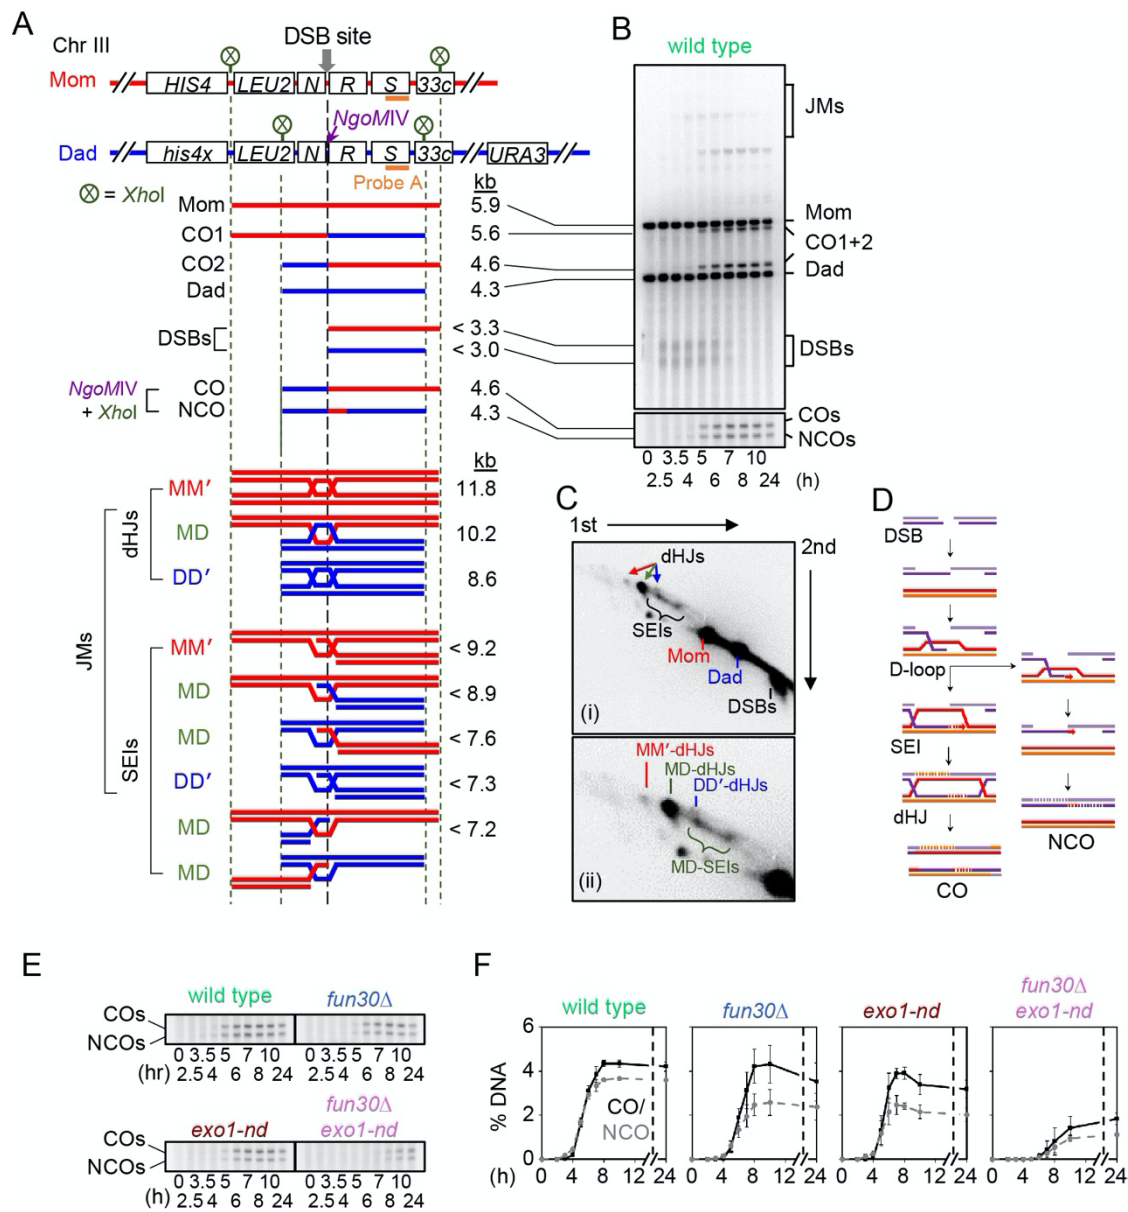

Figure S4. Physical assay detecting recombination intermediates at the *HIS4LEU2* hotspot

(A) Physical map of the *HIS4LEU2* locus showing diagnostic *XhoI* restriction enzyme sites and the position of Southern blot probe A. "Mom" and "Dad" indicate the two parental versions of the locus; COs, crossovers; NCOs, non-crossovers; MM' IS-dHJ, intersister double-Holliday junction; MD IH-dHJ, interhomolog double-Holliday junction; DD' IS-dHJ, intersister double-Holliday junction; SEIs, single-end invasions. Positions of *XhoI* sites are indicated as circled Xs.

(B) Example one-dimensional gel analysis showing parental signals, DSBs, COs, NCOs, and joint molecules (JMs). The Southern blot image is reproduced from **Figure 6A**.

(C) Example two-dimensional gel displaying parental signals and recombination intermediates. Green arrow or text indicate interhomolog species; red and blue arrows and text indicate intersister species.

(D) Key steps in crossover and noncrossover formation during meiosis.

(E) Representative gel images of crossovers and noncrossovers.

(F) Quantification of crossovers and noncrossovers (mean $\pm$ SD for three independent meiotic cultures).

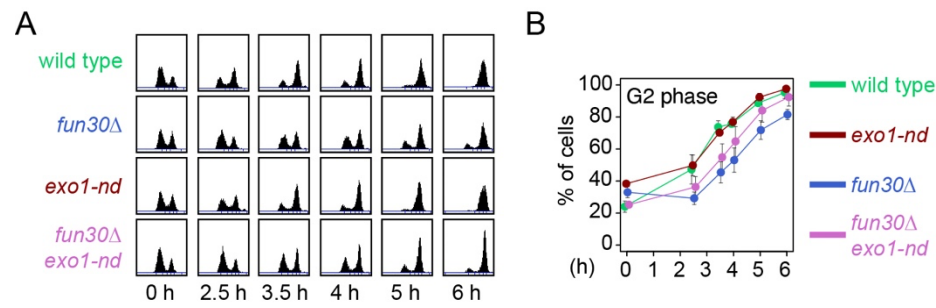

Figure S5. Analysis of early meiotic progression by flow cytometric DNA analysis.

(A) Representative histograms of flow cytometric measurements of the cellular DNA content.

(B) Progression of pre-meiotic DNA replication during early meiosis. The percentage of cells in G2 phase was calculated from flow cytometry (mean $\pm$ SD for three independent meiotic cultures).

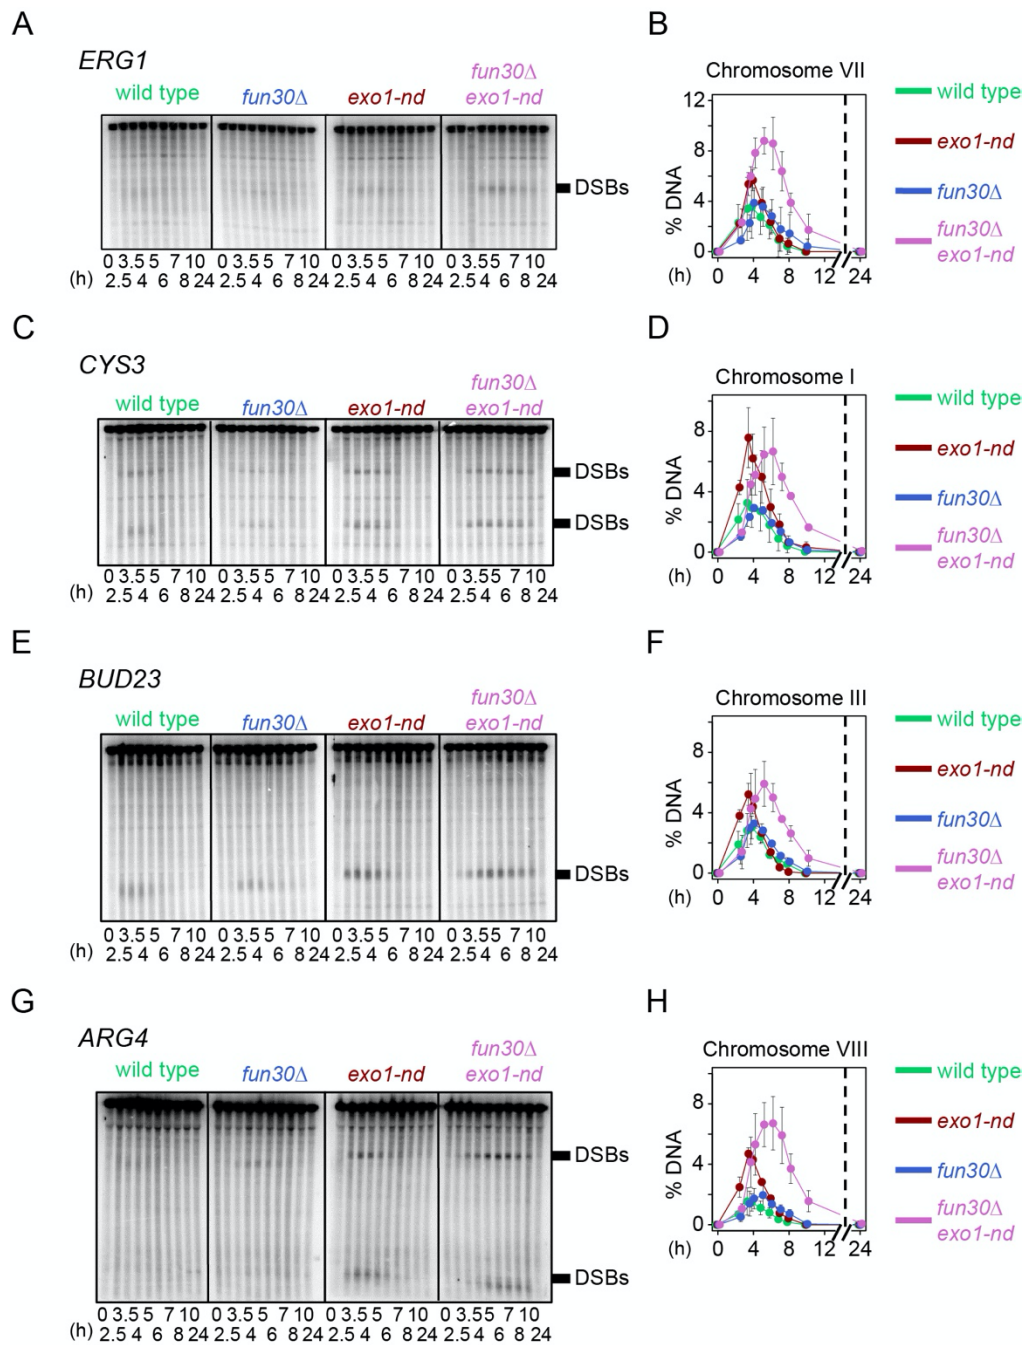

Figure S6. DSBs formation at various natural hotspots.

(A–H) Representative one-dimensional gel analyses of DSBs and corresponding quantification at the *ERG1* (A and B), *CYS3* (C and D), *BUD23* (E and F), and *ARG4* (G and H) hotspots. Error bars indicate mean $\pm$ SD for three independent cultures.

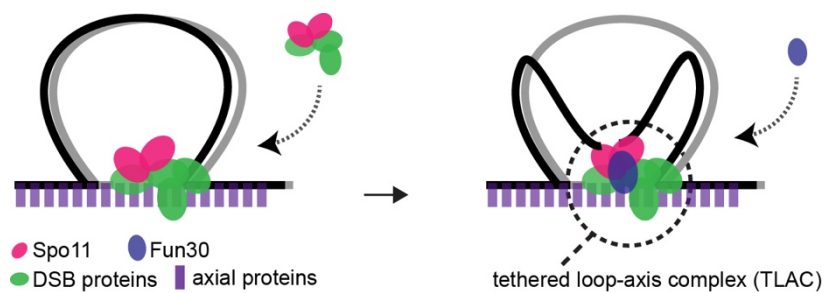

Figure S7. Schematic representation of DSB-dependent Fun30 recruitment in the tethered loop-axis complex

A model proposed based on findings in this study. In response to Spo11 cleaving DNA within the TALC, Fun30 is recruited to the DSB ends and remodels the nucleosomes.

Table S1. List of yeast strains used in this study.

S1-seq strains	strains	MAT	Genotypes
Wild type	SKY6066	a/α	<i>nuc1Δ::LEU2</i> ^{''}
<i>exo1-nd</i>	SKY 6075	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>exo1-nd</i> ^{''}
<i>fun30Δ</i>	SKY 6457	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''}
<i>fun30Δ exo1-nd</i>	SKY 6593	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''} , <i>exo1-nd</i> ^{''}
<i>sae2Δ</i>	SKY 6436	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>sae2Δ::NatMX</i> ^{''}
<i>fun30Δ sae2Δ</i>	SKY 6587	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''} , <i>sae2Δ::NatMX</i> ^{''}
S1 Southern and S1-seq strains	strains	MAT	genotypes
WT	SKY 6066	a/α	<i>nuc1Δ::LEU2</i> ^{''}
<i>sae2Δ</i>	SKY 6436	a/Tα	<i>nuc1Δ::LEU2</i> ^{''} , <i>sae2Δ::NatMX</i> ^{''}
<i>exo1-nd</i>	SKY 6075	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>exo1-nd</i> ^{''}
<i>arp8Δ</i>	SKY 6094	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>arp8Δ::KanMX4</i> ^{''}
<i>htz1Δ</i>	SKY 6081	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>htz1Δ::KanMX</i> ^{''}
<i>swr1Δ</i>	SKY 6430	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>swr1Δ::KanMX</i> ^{''}
<i>fun30Δ</i>	SKY 6457	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''}
<i>fun30Δ sae2Δ</i>	SKY 6587	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''} , <i>sae2Δ::NatMX</i> ^{''}
<i>fun30Δ exo1-nd</i>	SKY 6593	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''} , <i>exo1-nd</i> ^{''}
<i>fun30K603R</i>	SKY 6736	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30K603R::URA3</i> ^{''} , <i>fun30Δ::KanMX</i> ^{''}
<i>arp8Δ htz1Δ</i>	SKY 6424	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>arp8Δ::KanMX</i> ^{''} , <i>htz1Δ::KanMX4</i> ^{''}
<i>arp8Δ swr1Δ</i>	SKY 6504	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>arp8Δ::KanMX</i> ^{''} , <i>swr1Δ::KanMX4</i> ^{''}
<i>arp8Δ fun30Δ</i>	SKY 6498	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>arp8Δ::KanMX</i> ^{''} , <i>fun30Δ::KanMX4</i> ^{''}
<i>htz1Δ swr1Δ</i>	SKY 6492	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>htz1Δ::KanMX</i> ^{''} , <i>swr1Δ::KanMX4</i> ^{''}
<i>htz1Δ fun30Δ</i>	SKY 6486	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>htz1Δ::KanMX</i> ^{''} , <i>fun30Δ::KanMX4</i> ^{''}
<i>swr1Δ fun30Δ</i>	SKY 6510	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>swr1Δ::KanMX</i> ^{''} , <i>fun30Δ::KanMX4</i> ^{''}
Flourescent spore assay (FSA)	strains	MAT	genotypes
<i>THR1::m-Cerulean</i>	SKY 3576	a	<i>trp1::hisG</i> , <i>THR1::m-Cerulean-TRP1</i>
<i>CEN8::tdTomato-</i> , <i>ARG4::GFP*</i>	SKY 3579	α	<i>trp1::hisG</i> , <i>CEN8::tdTomato-LEU2</i> , <i>ARG4::GFP*-URA3</i>
<i>fun30Δ exo1-nd_THR1::m-Cerulean</i>	SKY 6779	a	<i>trp1::hisG</i> , <i>fun30Δ::KanMX</i> , <i>THR1::m-Cerulean-TRP1</i> , <i>exo1-nd</i>
<i>fun30Δ exo1-nd_CEN8::tdTomato-</i> , <i>ARG4::GFP*</i>	SKY 6774	α	<i>trp1::hisG</i> , <i>fun30Δ::KanMX</i> , <i>CEN8::tdTomato-LEU2</i> , <i>ARG4::GFP*-URA3</i> , <i>exo1-nd</i>
ChIP-seq	strains	MAT	genotypes
untagged	SKY 6066	a/α	<i>nuc1Δ::LEU2</i> ^{''}
<i>Fun30-myc sae2Δ</i>	SKY 6822	a/α	<i>sae2Δ::NatMX</i> ^{''} , <i>nuc1Δ::LEU2</i> ^{''} , <i>Fun30-myc-KanMX</i> ^{''}
<i>fun30K603R-myc sae2Δ</i>	SKY 7085	a/α	<i>nuc1Δ::LEU2</i> ^{''} , <i>fun30K603R-13myc-KanMX6</i> ^{''} , <i>sae2Δ::NAT</i> ^{''}
<i>Fun30-myc spo11-yf sae2Δ</i>	SKY 7231	a/α	<i>ho::LYS2</i> ^{''} , <i>lys2</i> ^{''} , <i>ura3</i> ^{''} , <i>leu2::hisG</i> ^{''} , <i>spo11yf::KanMX4</i> ^{''} , <i>sae2Δ::NatMX</i> ^{''} , <i>nuc1Δ::LEU2</i> ^{''} , <i>Fun30-myc-KanMX</i> ^{''}
<i>Myc-tagged Rec114 (S.mikatae IFO1815): spike in</i>	SKY 6052	a/α	<i>REC114-myc8::ura3::HphMX6/REC114-myc8::ura3::HphMX6</i>
Physical analysis	strains [†]	MAT	genotypes [‡]
	KKY2945	a/α	<i>HIS4::LEU2-(BamHI)/his4x::LEU2-(NgoMIV)--URA3</i> , <i>nuc1Δ::LEU2</i> , <i>ERG1::SalI/ERG1::SpeI</i>
	KKY6069	a/α	<i>HIS4::LEU2-(BamHI)/his4x::LEU2-(NgoMIV)--URA3</i> , <i>nuc1Δ::LEU2</i> , <i>ERG1::SalI/ERG1::SpeI</i> , <i>fun30Δ::KanMX4</i>
	KKY6101	a/α	<i>HIS4::LEU2-(BamHI)/his4x::LEU2-(NgoMIV)--URA3</i> , <i>nuc1Δ::LEU2</i> , <i>ERG1::SalI/ERG1::SpeI</i> , <i>exo1(D173A)</i>
	KKY4555	a/α	<i>HIS4::LEU2-(BamHI)/his4x::LEU2-(NgoMIV)--URA3</i> , <i>nuc1Δ::LEU2</i> , <i>ERG1::SalI/ERG1::SpeI</i> , <i>fun30::KanMX4</i> , <i>exo1(D173A)</i>

[†] All strains are isogenic derivatives of SK1 background.

[‡] All strains are also homozygous for the mutation *ho::hisG*, *leu2::hisG*, *ura3 (ΔPstI-SmaI)*.

Table S2. Genetic distance and MI nondisjunction estimated by fluorescent spore assay

		wild type	<i>fun30Δ exo1-nd</i>
<i>CEN8-ARG4</i>	PD:TT:NPD	720:256:0	1265:332:2
	cM ± SE	13.11 ± 0.7	10.76 ± 0.57
	<i>p</i> (vs wild type)	N/A	0.00253
<i>ARG4-THR1</i>	PD:TT:NPD	884:92:0	1430:169:0
	cM ± SE	4.71 ± 0.47	5.28 ± 0.38
	<i>p</i> (vs wild type)	N/A	0.645
	MI-NDJ	3/979 = 0.3%	37/1636 = 2.26%

The number of tetrads exhibiting fluorescent marker configurations in parental ditype (PD), tetratype (TT) and nonparental ditype (NPD) are shown. Genetic distances were calculated using Perkins equation [$cM = 100 * (6 * NPD + TT) / (2 * (PD + NPD + TT))$]. Standard errors (SE) were calculated using Stahl Lab Online Tools (<https://elizabethhousworth.com/StahlLabOnlineTools/>). NPD in the *ARG4-THR1* interval was omitted as they are indistinguishable with MI-NDJ (Thacker et al. 2011). Wild type data are from our previous publication (Thacker et al. 2011). *p* values for genetic distance were calculated by G test.

Table S3. Summary of genomic datasets

S1-seq data (GSE221377)

s_sky6066_4h_index1_HITMAP	wild type
s_sky6066_4h_index2_HITMAP	wild type
s_sky6075_4h_index5_HITMAP	<i>exo1-nd</i>
s_sky6075_4h_index6_HITMAP	<i>exo1-nd</i>
s_sky6057_4h_index1_HITMAP	<i>fun30Δ</i>
s_sky6057_4h_index2_HITMAP	<i>fun30Δ</i>
s_sky6593_4h_index3_HITMAP	<i>fun30Δ exo1-nd</i>
s_sky6593_4h_index4_HITMAP	<i>fun30Δ exo1-nd</i>
s_SKY6436_4h_1_HITMAP	<i>sae2Δ</i>
s_SKY6587_4h_1_HITMAP	<i>fun30Δ sae2Δ</i>
s_SKY6587_4h_2_HITMAP	<i>fun30Δ sae2Δ</i>

ChIP-seq data (GSE221033)

Project#11182	
s_sky6066-1input	untagged
s_sky6066-2input	untagged
s_sky6822-1input	<i>Fun30myc sae2Δ</i>
s_sky6822-2input	<i>Fun30myc sae2Δ</i>
s_sky7231-1input	<i>Fun30myc spo11yf sae2Δ</i>
s_sky7231-2input	<i>Fun30myc spo11yf sae2Δ</i>
s_sky6066-1IP	untagged
s_sky6066-2IP	untagged
s_sky6822-1IP	<i>Fun30myc sae2Δ</i>
s_sky6822-2IP	<i>Fun30myc sae2Δ</i>
s_sky7231-1IP	<i>Fun30myc spo11yf sae2Δ</i>
s_sky7231-2IP	<i>Fun30myc spo11yf sae2Δ</i>

How the deposited data were processed for this re-analysis (not part of the article)

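Calibrated ChIP-seq of myc-tagged Fun30 was analysed in 4 strain groups with 2 replicates each, an IP and an input library per replicate. Strain and replicate were taken from the sample labels and Table S1. The authors trimmed and filtered paired-end reads, mapped them to a joined S. cerevisiae sacCer2 and S. mikatae IFO1815 genome and deposited coverage per base pair. The deposited values are whole-number coverage (a signal), without normalization, in 1-based positions. The submitters' processing notes name BWA 0.7.5a-r405. The data of the replicates were not copies of each other, since only 2.55% to 3.31% of positions held identical values. This check cannot tell 2 libraries from 1 library sequenced 2 times, as the sampling of reads also makes values differ.

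The calibrated signal was computed as in the paper's methods, except that the spike-in total was the coverage summed over all S. mikatae sequences and not the number of reads mapped uniquely to S. mikatae chromosomes, which the coverage does not give. Whether the paper's total includes the unplaced sequences is left open, and the total from the 16 chromosomes alone is reported as another setting. The coverage on the unplaced sequences was not traced to its source. Reads of S. cerevisiae or of non-nuclear origin among it were not excluded, and they would alter every calibrated value. Its share of S. mikatae coverage was 4.23% and 3.94% in the untagged IPs, at an S. cerevisiae share of 28.9% and 29.6%. In the fun30-K603R IPs it was 13.6% and 10.6%, at 75.1% and 73.1%. In the SPO11 and spo11-yf IPs it was 19.8% to 24.8%, at 87.1% to 88.2%. Among the IPs it thus rose with the share of S. cerevisiae, which goes with S. cerevisiae reads among it. Coverage is not a count of reads, so no count test was used. Bins of 1 kb on the 16 nuclear chromosomes were kept where input coverage was at least 20% of the library's median bin in all 8 inputs. limma 3.58.1 in R 4.3.3 was fitted to log2 of the calibrated ratio with a pseudocount of 0.5 and all 8 IP and input pairs, with a trend in the variance and no replicate block. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. limma was tested on simulated data for SPO11 against spo11-yf over 11916 bins. Of 100 bins changed by a log2 value of 1 it recovered 90, of 100 changed by 0.5 it recovered 30, with 0 in the wrong direction, and it called 3 unchanged bins. The simulated noise was independent between bins and held no scaling error shared by all bins. It therefore says nothing about bins called because of the scaling.

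The written design, with this spike-in total, the other settings listed in it, the sets and the rule for named regions, was fixed before the data were examined. A first pass departed from it by using the total from the 16 S. mikatae chromosomes, and the main setting was returned to the written total with both sets of results known. The setting without division by input was also brought back to its written definition after its first values had been seen. Named are every region that the paper names with a position for ChIP-seq, the 10 regions with the largest rise and the 10 with the largest fall in SPO11 against spo11-yf among bins past the threshold and changed the same way in all 4 replicate comparisons, and the same 5 and 5 for fun30-K603R against SPO11, with adjacent bins merged. Sets of windows were tested against 10000 random sets with as many windows per chromosome, and correlations across chromosomes with 100000 permutations. The random windows were drawn singly, so the test of windows treats neighbouring windows as independent. Peaks of the difference map were taken where they rose at least 0.3 above the higher of the minima that separate them from higher ground or the edge of the region.

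Alternatives were the median S. mikatae bin as spike-in, no spike-in, no division by input, bins of 500 bp and 2 kb, other input filters, a pseudocount of 5, a replicate block, only the groups compared, no variance trend, medians and each replicate left out. Chosen after seeing the data were the spike-in total from the 16 S. mikatae chromosomes alone, the strongest bin of each chromosome, and 4 settings for the signal by chromosome.

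The gene table at hand is of assembly R64 while the coverage is in sacCer2, so it served only for names and neighbours. Sets of tRNA genes, replication origins, centromeres, intergenic classes, gene bodies and gene groups, which were planned, were therefore not analysed here, nor were hotspot and Rec114 site lists, and regions are given by position alone. The outer 20 kb of each chromosome needed no annotation and was run.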

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

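The tests of explanations for the lower signal in fun30-K603R were chosen after the result was seen. The paper lists the strain with the K603R change in Fun30 in Table S1 and its results do not report on its ChIP-seq, so each value here is a signal in samples outside those the paper discusses, above the untagged control. Mean calibrated signal of fun30-K603R was 0.370 ± 0.0140 (SD, n = 2), 7.37-fold above the untagged control and 40.6% of SPO11 (exact permutation test, two-sided p = 0.33, the smallest it can give). In limma 11809 of 11916 bins were lower than in SPO11 and 31 were higher, at a median log2 difference of -1.27. Without the spike-in 1765 were higher and 2255 lower. The median was -1.52 with the median S. mikatae bin, -1.38 without division by input and -1.46 with the 16 S. mikatae chromosomes.

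Against a different amount of spike-in cells stands the ratio of S. cerevisiae to S. mikatae coverage in the inputs, which differed by only 1.07-fold between SPO11 and fun30-K603R. A loss by the same factor at every site is also argued against by the 31 bins that were higher than in SPO11 with the spike-in. Once the spike-in was left out, 33.7% of bins differed between the strains. Background was not subtracted and makes up a larger share of the lower fun30-K603R signal. A uniform loss of binding could thus also make bins differ, and the 33.7% alone cannot decide. A lower amount of the mutant protein, or weaker binding of it, was not tested and stays open. The protein level is not in the data used here.

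The 5 regions with the largest rise over SPO11 stood out from this general loss. On chromosome XVI the bin from 121001 to 122000 held 16.5 in fun30-K603R (replicates 17.0 and 16.0), 1.38 in SPO11, 1.26 in spo11-yf and 0.0475 in the untagged control, a log2 difference from SPO11 of 3.58 (standard error 0.13, adjusted p = 5.52e-146 from limma). The bin on chromosome XVI from 747001 to 748000 held 3.38 against 0.651 in SPO11. On chromosome XI from 173001 to 174000 it was 2.45 against 0.896, on chromosome IV from 1447001 to 1448000 2.84 against 1.18, and on chromosome XII from 586001 to 587000 1.68 against 0.880. Input coverage in the 5 bins was 0.811 to 1.31 times the median bin.

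The 5 largest falls from SPO11 were on X, XI, XIII and XV. The bin on chromosome X from 606001 to 607000 held 0.353 in fun30-K603R against 3.70 in SPO11 and 1.09 in spo11-yf. The log2 differences were -3.39 on chromosome XV from 671001 to 672000, -3.32 on XI from 355001 to 356000, -3.31 on XV from 109001 to 110000 and -3.20 on XIII from 540001 to 541000 (each standard error 0.14, limma). Input coverage in these 5 bins was 1.27 to 2.64 times the median bin, and the bins on XI, on XIII and on XV from 109001 exceeded 200% of the median in at least 1 input. The bins on X, on XI, on XIII and on XV from 671001 were also top bins among the 10 largest rises of SPO11 over spo11-yf. SPO11 is part of both comparisons, so this overlap is not an independent result.

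In the outer 20 kb of the chromosomes fun30-K603R was 1.51 times its mean over all bins (permutation test, two-sided p = 0.0001, the smallest it can give), with 1.50 and 1.51 in the 2 replicates. The test drew scattered windows and treats neighbouring windows as independent, so its p-value may be too small. The untagged control was raised there too, 1.15 times, and fun30-K603R was 9.63-fold above it in this zone against 7.37-fold over all bins. Without division by input the ratio was 1.34 (permutation p = 0.0876).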

How the results depend on the processing

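Of 249 values under other settings, 162 were classed as kept, 81 moved, 5 no longer passed the threshold and 1, at IRC5, reversed from a difference beyond its replicate range. Tests were kept by direction and side of the threshold, and other values by the replicate spread. Apart from the correlation of the difference maps, this spread was the SD of 2 values, each from same-numbered replicates. That pairing is arbitrary and can make the spread narrow, as at VAC14, with 0.00694 against -0.151 to 0.151 in the 4 replicate comparisons. The number of values classed as moved depends on it. Counts of bins or peaks were judged by their total alone, whatever the split into higher and lower. So 3537 higher and 88 lower with the 16 S. mikatae chromosomes, and 2354 and 1689 without the spike-in, for SPO11 against spo11-yf are among those kept. Among those that moved, the difference at VAC14, whose replicate range spans 0, changed sign in 5 settings: -0.0290 without the spike-in, -0.00499 in a 500-bp window, -0.0492 without division by input, -0.0779 without SPO11 replicate 1 and -0.0730 without spo11-yf replicate 2. Without division by input the balance of bins for SPO11 against spo11-yf also turned, to 1383 higher and 3245 lower. Causes were not tested except where fewer or more bins were made. The count of bins for SPO11 against spo11-yf, 2873 in the setting fixed first, was 5534 with the median S. mikatae bin as spike-in, 4628 without division by input and 1766 in bins of 2 kb, where fewer bins are tested. It ranged from 1334, without spo11-yf replicate 2, to 2401 with each replicate left out, and was 1874 without SPO11 replicate 1 and 1709 without spo11-yf replicate 1. For fun30-K603R against SPO11 the count was 4020 without the spike-in (1765 higher and 2255 lower), 5951 in bins of 2 kb and 23550 in bins of 500 bp. Against the untagged control it was 6355 for SPO11 (3590 higher and 2765 lower) and 2040 for spo11-yf (1547 and 493) without the spike-in, and 5978 and 23759 for both in bins of 2 kb and 500 bp.

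The fold of SPO11 over the untagged control was 21.6 with the median S. mikatae bin and, in a setting chosen after seeing the data, 23.4 with the spike-in total from the 16 S. mikatae chromosomes, where spo11-yf had 18.9. The ratio of SPO11 to spo11-yf was 1.35 and 1.24 in those settings, 1.02 without division by input, 1.03 from medians and 1.06 to 1.15 with each replicate left out. For fun30-K603R over SPO11 it was 0.341, 0.355, 0.415 from medians and 0.390 to 0.423 with each replicate left out. The rise of spo11-yf in the outer 20 kb was 1.07 and no longer passed without division by input, as did that of SPO11 at 1.15 and that of fun30-K603R at 1.34. The relation with chromosome length was a rho of -0.279 without division by input and -0.329 when bins with unusual input were also left out, both chosen after seeing the data. Peaks in the Figure 3A region numbered 9 with a 500-bp window. The difference at CCT6 was 1.12 with the median S. mikatae bin, 0.840 without the spike-in, 0.790 without division by input and 0.840 with the 16 chromosomes, and that at IRC5 reversed to -0.0286 without division by input. The correlation of the difference maps was 0.926 in 5-kb bins.

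The replicate numbers mark no shared culture in the labels or the paper, and the deviations of same-numbered samples correlated at -0.0350 to 0.110, so the numbers are not taken to pair the samples. A replicate block gave 2720 bins for SPO11 against spo11-yf, 11839 for fun30-K603R against SPO11 and 11916 for each strain against the untagged control. Alternatives that need annotation, chromosomes of near-equal length and bins near centromeres, were not run.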

Other observations

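The settings without ends, without the strongest bin and without division by input for the signal by chromosome were chosen after seeing the data, as was the count of strongest sites. The DSB-dependent signal, SPO11 minus spo11-yf, was 0.181 in the outer 20 kb of the chromosomes against 0.0882 over all bins. The excess of 0.0925 spanned 0.0741 to 0.111 in the 4 replicate comparisons (permutation test of windows, p = 0.0001, the smallest it can give). The random windows were scattered while those at the ends adjoin, so neighbours are treated as independent and this p-value may be too small. An exact permutation test of the set means of the libraries gave p = 0.33, the smallest it can give. The signal was 0.458 against 0.316 with the median S. mikatae bin and 0.297 against 0.189 with the 16 chromosomes. It was 0.101 against 0.0184 without division by input and 0.126 against 0.0503 without SPO11 replicate 1. The excess was 0.0854 in bins with input between 50% and 200% of the median (permutation test of windows, p = 0.0001, the smallest it can give). Reads shared between copies of repeats at the ends can leave input in that range. The filter thus cannot decide whether such reads account for the excess. In the same zone the signal was 1.18 times the mean over all bins in SPO11 and 1.09 times in spo11-yf, and 1.18 and 1.13 times in the replicates of the untagged control, so that the rise of spo11-yf is not above the background. SPO11, at 1.19 and 1.17 times in its replicates, overlapped the untagged control, and its fold over that control was 18.6 in this zone and 18.2 over all bins. No biological explanation was tested.

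Chromosomes I, III and VI held more signal per bin with and without DSBs, at 0.975, 0.972 and 0.946 in spo11-yf against 0.795 to 0.844 on the other 13, and the untagged control was at 0.0533 on I and 0.0547 on III against 0.0502 over all bins. The mean difference of SPO11 minus spo11-yf was 0.170 on chromosome I, 0.159 on III and 0.133 on VI, and 0.0702 to 0.100 on the other 13. Across the 16 chromosomes the difference fell with length (Pearson r = -0.717, permutation p = 0.00088; Spearman rho = -0.606, permutation p = 0.0152), and r was -0.649 without IV and I, the lengths farthest from the median. The ends and the strongest site do not account for it, since rho was -0.556 without those bins (permutation p = 0.0279). Without division by input rho was -0.279 (permutation p = 0.294) and r was -0.0876 (permutation p = 0.749), or 0.168 without IV and I, so that uneven input depth between chromosomes may account for the relation, and with bins of unusual input also left out rho was -0.329 (permutation p = 0.214) and r was -0.570 (permutation p = 0.0219).

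Outside the outer 20 kb, the 16 strongest sites lay on 10 chromosomes in fun30-K603R, 15 in SPO11 and 16 in spo11-yf, a count made after the values were seen. Sites drawn at random lay on 9.68 chromosomes on average, so the count of fun30-K603R is near that of random sites. None of the fun30-K603R sites was the strongest spo11-yf bin of its chromosome. In those 16 spo11-yf bins fun30-K603R was 2.21 to 4.62 times its chromosome's median bin, and its own strongest bin was the same or adjacent on I and XIII. The untagged control was raised in these 16 bins too, averaging 2.14 and 1.98 times its mean over all bins in its replicates. By the same measure fun30-K603R stood at 2.98 and 2.87 times, so part of its rise there is shared with the background. Bins outside the outer 20 kb, the 16 strongest spo11-yf bins among them, were also grouped by the difference of SPO11 replicate 1 minus spo11-yf replicate 1. In the top 1% of them, 114 bins, fun30-K603R averaged 1.72 and 1.62 times its median bin in its 2 replicates, SPO11 replicate 2 3.37 times and spo11-yf replicate 2 1.64 times. In the bins from 90% to 99%, fun30-K603R was at 1.41 and 1.38 times and spo11-yf replicate 2 at 1.25 times, and in those from 50% to 90% at 1.12 and 1.12 against 1.05 times. As a share of SPO11 replicate 2, fun30-K603R was 47.6% in the lowest 50% of these bins and 41.0% from 50% to 90%. The share was 31.4% from 90% to 99% and 21.6% in the top 1%.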
